# Overcoming apoptotic resistance afforded by Bcl-2 in lymphoid tumor cells: a critical role for dexamethasone

**DOI:** 10.1038/s41420-022-01285-x

**Published:** 2022-12-20

**Authors:** Carl D. Bortner, Robert H. Oakley, John A. Cidlowski

**Keywords:** Cell death, Cell signalling

## Abstract

Bcl-2 is an anti-apoptotic protein that promotes cell survival and resistance to cell death. Predictably, Bcl-2 as well as other anti-apoptotic Bcl-2 family members have been found to be overexpressed in a variety of human cancers. Approaches to overcome apoptotic resistance afforded by Bcl-2 in cells include anti-sense oligonucleotides, drugs that inhibit Bcl-2 function, and BH3 mimics have not been universally effective; thus, the need to understand the underlying mechanism of this resistance is vital. Glucocorticoids are stress hormones that act through their cognate receptors to control the transcription of numerous target genes, and in turn regulate a diverse array of biological processes. Synthetic glucocorticoids, such as dexamethasone, are prescribed in many chemotherapy protocols for neoplasms of lymphoid origin based on their ability to inhibit lymphocyte proliferation and promote apoptosis. However, lymphoid cells expressing Bcl-2 are resistant to glucocorticoid-induced cell death. We observed both pro- and anti-apoptotic characteristics in lymphoid cells expressing Bcl-2 following glucocorticoid treatment. These cells exhibited a profound change in their intracellular ionic composition, but a limited apoptotic ion flux and the absence of cell death. Provocatively, mimicking the loss of intracellular potassium using a low dose of a microbial toxin that acts as a potassium ionophore in combination with dexamethasone overcame the resistance afforded by Bcl-2 and killed the cells. Extending our study using other potassium ionophores revealed that direct depolarization of the mitochondria membrane potential coupled with prior treatment with glucocorticoids is the key mechanism for activating the cell death program and bypassing the resistance afforded by Bcl-2 in lymphoid cells. Finally, we show that the duration of dexamethasone pre-treatment is critical for regulating distinct genes and signaling pathways that sensitize the cells to die.

## Introduction

Glucocorticoids are primary stress hormones that function throughout the body to regulate a diverse array of physiological systems. These steroids act through their cognate receptors, regulate the transcription of numerous target genes that control/regulate various biological processes. Glucocorticoids have a profound impact on the immune system and are widely used as anti-inflammatory and immunosuppressive agents for many inflammatory and autoimmune diseases. This class of steroids are also well known to play a major role in cell death, notably in inducing apoptosis in lymphocytes [1, 2]. The regulation of apoptosis occurs through a balance of pro- and anti-apoptotic proteins, many belonging to the Bcl-2 family [3–5]. In many cell types, aberrant apoptotic activity is prevented by the expression of pro-survival (or anti-apoptotic) members of the Bcl-2 family, including Bcl-2, Bcl-xL, Bcl-w, Mcl-1, Bcl-B, and Bfl-1. Bcl-2 and other anti-apoptotic family members have been found to be over-expressed in a variety of cancers [6].

Overcoming apoptosis resistance afforded by the expression of Bcl-2 in cancer cells has been an area of intense research [7]. While various organic molecules and peptides have been developed, a class of drugs that mimic the pro-apoptotic BH3 domain-only proteins have been shown to be most effective in competitively binding with high affinity to the BH3 binding groove of anti-apoptotic Bcl-2 family members [8]. This action releases the pro-apoptotic molecules held in check by anti-apoptotic Bcl-2 proteins and induces cell death [9–11]. A BH3 mimetic ABT-737 was shown to bind Bcl-2 and Bcl-xL with high affinity killing primary cancer cells [9, 12, 13]. However, as Bcl-xL was found to be essential for the survival of mature platelets [14, 15], the effectiveness of ABT-737 was limited. While the translational success from preclinical studies to the clinic have been limited [5, 16], compounds such as Venetoclax that antagonize the anti-apoptotic function of Bcl-2 has been shown to be successful and approved for clinical use [17]. The success of these drugs has validated Bcl-2 as a therapeutic target for cancer, however further studies into overcoming the resistance to cell death afforded by the expression of anti-apoptotic proteins in cancer cells is needed to develop additional therapeutics.

S49.1 cells are an immature mouse lymphoma cell line that is highly sensitive to killing by glucocorticoids [18, 19]. Expression of Bcl-2 in S49.1 cells (S49 Bcl-2 cells) results in a marked resistance to cell death upon treatment with the synthetic glucocorticoid dexamethasone [20]. The nature of protection against glucocorticoid-induced cell death in S49 Bcl-2 cells has been an active area of investigation over the past 25 years [21–24]. We examined S49 Bcl-2 cells to determine if any components of apoptosis were present following dexamethasone treatment and observed the presence of both pro- and anti-apoptotic characteristics in the absence of cell death. We hypothesized that exploiting one or more of the established glucocorticoid-associated apoptotic characteristics may sensitize S49 Bcl-2 cells to undergo cell death. Here we show that the addition of non-lethal doses of specific microbial toxins which result in depolarization of the mitochondrial membrane potential induces cell death of S49 Bcl-2 cells pretreated for a requisite period of time with glucocorticoids.

## Results

### Bcl-2 prevents development of characteristics associated with glucocorticoid-induced apoptosis in S49 T cells

We examined S49 (Neo) and S49 (Bcl-2) cells for the occurrence of characteristics of apoptosis including loss of membrane integrity, cell size, changes in the mitochondrial membrane potential, and DNA integrity in response to dexamethasone (dex) by flow cytometry. Treatment of S49 (Neo) cells with dex for 48 h resulted in the loss of cell viability, an increase in the number of smaller or shrunken cells, a depolarized mitochondrial membrane potential (MMP), and the occurrence of a sub-diploid peak of DNA, indicative of degraded DNA (Fig. 1, left). Together these data indicate that the activation of cell death with dexamethasone in S49 (Neo) cells results in apoptosis. In contrast, S49 (Bcl-2) cells treated with dex under identical conditions did not result in any significant changes in membrane integrity or cell size, however a block at the G1/S phase of the cell cycle was observed (Fig. 1, right). Interestingly, S49 (Bcl-2) cells treated with dex resulted in a stark hyperpolarization of the MMP, as the number of cells that had JC-1 aggregates appeared increased with the absence of JC-1 monomers (Fig. 1, right). Thus, while the expression of Bcl-2 is widely believed to be a potent inhibitor of glucocorticoid-induced apoptosis in lymphoid cells, our data shows that dex treatment in cells expressing Bcl-2 does not result in a complete absence of glucocorticoid effects but shows a restricted response to glucocorticoid treatment. To confirm the presence of Bcl-2 in the S49 cells, we examined Bcl-2 expression by flow cytometry using an anti-human Bcl-2 antibody. Only the S49 (Bcl-2) cells showed the presence of Bcl-2 (Supplementary Fig. 1),

**Fig. 1:**
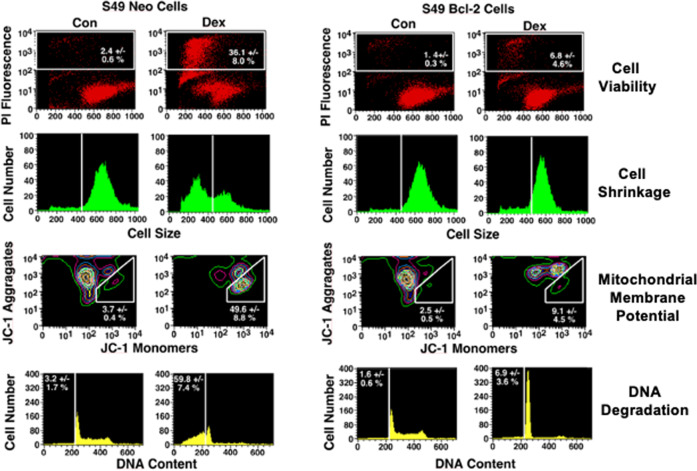
Bcl-2 prevents classical characteristics associated with dex-induced apoptosis in S49 T cells. S49 (Neo) cells treated with 2.5 × 10^−7^ M dex for 48 h resulted in the loss of membrane integrity as determined by the increase in the number of cells which were stained with the vital dye, propidium iodide (PI), an increase in the number of cells which had a decrease in their ability to scatter light in the forward direction, indicating a population of cells with decreased cell size, depolarization of the mitochondrial membrane potential (MMP), evident by the increase in JC-1 monomers and decrease in JC-1 aggregates, and the presence of a sub-diploid peak of DNA, indicative of degraded DNA. In contrast, S49 (Bcl-2) cells treated with dex under identical conditions did not result in any significant changes in membrane integrity or cell size. Interesting, mitochondrial membrane hyperpolarization was observed along with a block at the G1/S phase of the cell cycle. Data represent the mean (+/− SEM) of 3-5 independent experiments.

### S49 (Bcl-2) cells treated with dex results in hyperpolarization of both the mitochondrial and plasma membrane potentials

The stark increase in JC-1 aggregates in the dex-treated S49 (Bcl-2) cells led us to further examine changes in the MMP. S49 (Neo) and S49 (Bcl-2) cells treated in the presence or absence of dex for 48 h were examined for changes in their MMP by flow cytometry using tetramethylrhodamine methyl ester (TMRM; Fig. 2A). The surviving S49 (Neo) dex-treated cells showed little change in their mean fluorescent intensity (MFI) compared to their corresponding control cells, however the coefficient of variation (dispersion of the distribution) appeared broader (Fig. 2A). In contrast, all the surviving S49 (Bcl-2) dex-treated cells showed a dramatic increase in TMRM fluorescence (Fig. 2A), suggesting hyperpolarization of the MMP, similar to that observed in the S49 (Bcl-2) cells stained with JC-1 (Fig. 1).

**Fig. 2:**
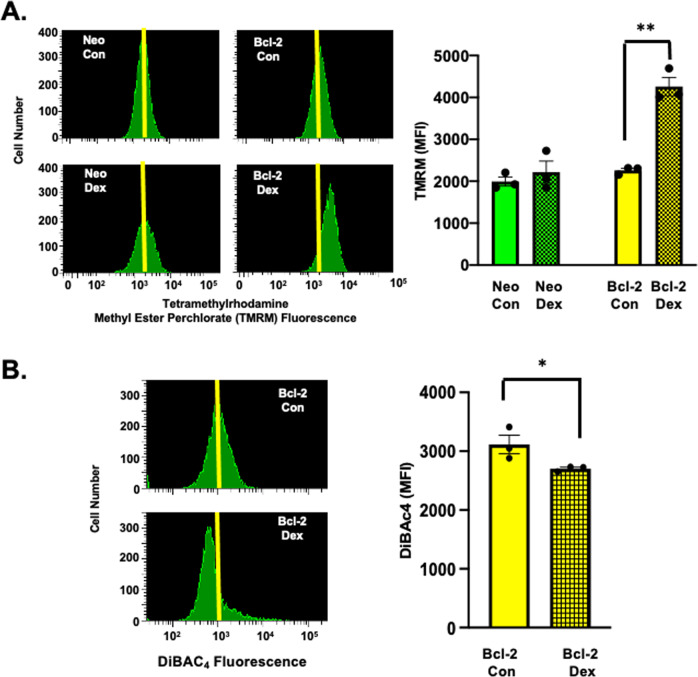
S49 (Bcl-2) cells treated with dex results in hyperpolarization of the mitochondrial and plasma membrane potential in the viable population of cells. **A** S49 (Neo) and S49 (Bcl-2) cells treated in the presence or absence of dex for 48 h were examined for changes in their mitochondrial membrane potential (MMP) using tetramethylrhodamine methyl ester perchlorate (TMRM; 50 nM), 30 min prior to flow cytometry analysis. The viable S49 (Neo) dex-treated cells showed little change in their mean fluorescent intensity (MFI) compared to control cells, however the coefficient of variation (dispersion of the distribution) appeared broader. In contrast, the viable S49 (Bcl-2) dex-treated cells showed a dramatic increase in TMRM fluorescence, suggesting a hyperpolarized MMP. **B** S49 (Bcl-2) cells treated in the presence or absence of dex for 48 h were examined for changes in their plasma membrane potential (PMP) using DiBAC_4_(3) (150 ng/ml final), 30 min prior to flow cytometry analysis. S49 (Bcl-2) cells treated with dex showed a decrease in DiBAC_4_(3) fluorescence indicating a significant hyperpolarization of the PMP, similar to what was observed for the MMP. Data represent the mean (+/− SEM) of 3 independent experiments. *p < 0.05; **p < 0.01.

To evaluate if changes in the MMP were reflected in changes in the plasma membrane potential (PMP), we examined S49 (Bcl-2) cells for changes in the PMP by flow cytometry using the anionic membrane potential dye DiBAC_4_(3). This negatively charged dye is free to cross the plasma membrane and will increase in intensity upon cellular depolarization. S49 (Bcl-2) cells loaded with DiBAC_4_(3) and treated with dex for 48 h showed a decrease in DiBAC_4_(3) fluorescence compared to the control cells indicating a significant hyperpolarization of the PMP (Fig. 2B). This data suggests that the expression of Bcl-2 has a profound effect on the intracellular ionic composition of dex-treated cells resulting in the hyperpolarization of both the MMP and PMP that occurs in the absence of cell death.

### S49 (Bcl-2) cells treated with dex results in a high percentage of cells with increased reactive oxygen species (ROS)

To further evaluate the effect glucocorticoids have on S49 (Bcl-2) cells, we examined dex-treated S49 (Bcl-2) cells for additional cellular events and/or characteristics related to the cell death program. The generation of reactive oxygen species (ROS) is a common feature of cells undergoing cell death. S49 (Neo) cells treated dex for 48 h showed a population of cells with increased ROS, along with an increase in the number of dead cells (Fig. 3A–C). Interestingly, 48 h of dex-treatment in the S49 (Bcl-2) cells resulted in nearly 100% of the cells with a high level of ROS, in the absence of cell death (Fig. 3A–C).

**Fig. 3:**
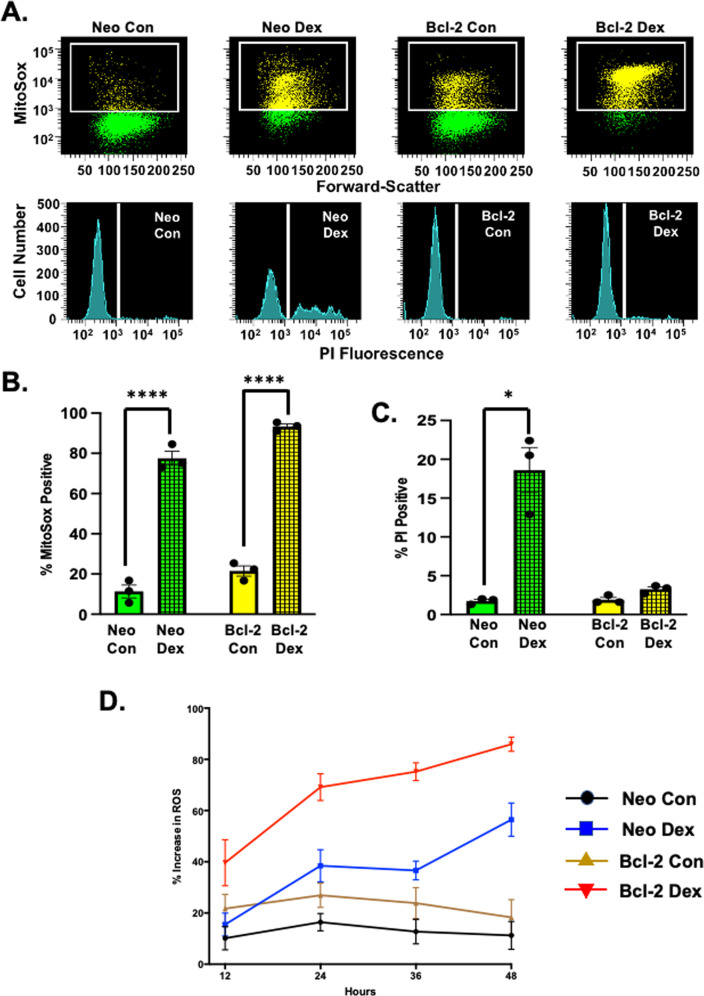
S49 (Bcl-2) cells treated with dex results in a high percentage of cells with increased reactive oxygen species (ROS). **A** S49 (Neo) and S49 (Bcl-2) cells treated in the presence or absence of 2.5 × 10^−7^ M dex for 48 h were examined for generation of reactive oxygen species (ROS) using MitoSox Red (5 uM, 30 min) by flow cytometric analysis. S49 (Neo) cells treated with dex showed an increase in ROS that resulted in cell death. Dex-treated S49 (Bcl-2) after 48 h resulted in a population of cells with a high level of ROS, without the loss of cell viability. **B** Quantitation of the change in ROS shown in **A**. Data represent the mean (+/− SEM) of 3 independent experiments. **C** Quantitation of the loss in membrane integrity shown in **A**. Data represent the mean (+/− SEM) of 3 independent experiments. **D** S49 (Neo) and S49 (Bcl-2) cells treated with 2.5 × 10^−7^ M dex were examined for ROS generation over time. Data represent the mean (+/− SEM) of 5 independent experiments. *p < 0.05; ****p < 0.0001.

Additionally, examining S49 (Neo) and S49 (Bcl-2) cells over time in the presence and absence of glucocorticoids showed the dex-treated S49 (Bcl-2) cells had a higher percent of cells with increased ROS, when compared to the dex-treated S49 (Neo) cells independent of time (Fig. 3D). This data suggests that glucocorticoids (dex) have a dramatic effect on cellular physiology over time in cells expressing Bcl-2; however, the accumulation of ROS alone is not concomitant with cell death.

### Bcl-2 blocks alterations in intracellular Na+ and K+ induced by dex in lymphoid cells that undergo apoptosis

Previous studies from our lab have shown that cells undergoing apoptosis have a unique ionic signature during an initial stage of cell volume loss that occurs prior to the loss of membrane integrity; an early loss of intracellular potassium coupled with a simultaneous increase in intracellular sodium [25]. We examined S49 (Neo) and S49 (Bcl-2) cells treated in the presence or absence of dex for 48 h for changes in their intracellular sodium and potassium content. As shown in Fig. 4A, S49 (Neo) cells treated with dex results in a viable population of cells with an increase in intracellular sodium coupled with an initial loss of intracellular potassium that occurs prior to cell death. Interestingly, this cell population is not observed in the dex-treated S49 (Bcl-2) cells (Fig. 4A). Analysis of the change in the mean fluorescent intensity (MFI) for each ion showed only the S49 (Neo) cells had a significant increase in intracellular sodium and loss of intracellular potassium (Fig. 4B, C, respectively). These changes in intracellular ions were absent in dex-treated S49 (Bcl-2) cells, though a trend towards an increase in intracellular sodium in the dex-treated S49 (Bcl-2) cells was observed (Fig. 4B). Additionally, we examined the cells for changes in intracellular calcium. However, as the response of S49 cells to dexamethasone is rather stochastic, a significant increase in intracellular calcium was not observed after 48 h of treatment (Supplementary Fig. 2).

**Fig. 4:**
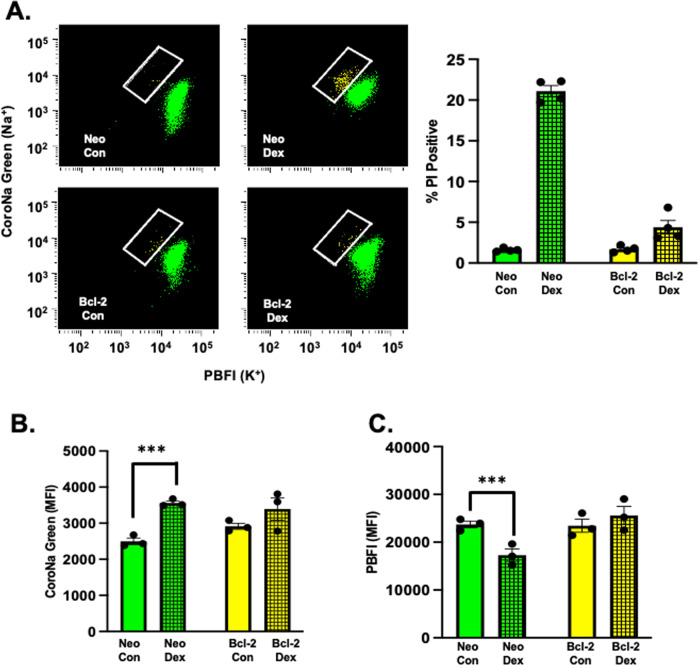
Absence of classical apoptotic intracellular ionic changes in S49 (Bcl-2) cells treated with dex. **A** S49 (Neo) and S49 (Bcl-2) cells treated with and without 2.5 × 10^−7^ M dex for 48 h were examined by flow cytometry for changes in intracellular sodium and potassium using CoroNa Green and PBFI-AM, respectively. Flow cytometric analysis of the viable dex-treated S49 (Neo) cells showed a cell population with increased intracellular sodium and decreased intracellular potassium, resulting in cell death. In contrast, dex-treated S49 (Bcl-2) cells did not show the occurrence of this population of cells, and did not die. Analysis of mean fluorescent intensity (MFI) for CoroNa Green **(B)** and PBFI **(C)** showed a significant increase in intracellular sodium coupled with a decrease in intracellular potassium only in the viable S49 (Neo) cells treated with dex. Data represent the mean (+/− SEM) of 3-4 independent experiments. ***p < 0.001.

### Addition of a very low dose of the potassium ionophore microbial toxin valinomycin to dex-treated S49 (Bcl-2) cells mimics the ion flux observed during apoptosis and kills the cells

The change in both the MMP and PMP coupled with observed changes in intracellular ions in dex-treated S49 (Bcl-2) cells suggests that the expression of this proto-oncogene limits the activation of the cell death process by affecting ion flux and the loss of intracellular potassium. Our previous studies have shown that the loss of intracellular potassium is a key event for the activation/activity of the apoptotic machinery [26–28]. Thus, we hypothesized that an imposed flux or loss of intracellular potassium from dex-treated cells expressing Bcl-2 may result in an intracellular ionic environment conducive for cell death. To test this hypothesis, we employed a very low concentration of the well-known microbial toxin valinomycin (a potassium ionophore) that allows potassium to efflux from the cell via its normal concentration gradient. The addition of 25 nM of valinomycin during the final 6 h of the 48 h dex treatment in S49 Bcl-2 cells resulted in an enhanced ion flux with a well-defined population of cells with increased sodium and decreased potassium (Fig. 5A, B), characteristic of cells undergoing apoptosis. Additionally, valinomycin treatment during the final 6 h of a 48 h dex treatment in S49 (Bcl-2) cells resulted in cell death, while cells treated with either dex or valinomycin alone remained resistant to death (Fig. 5C).

**Fig. 5:**
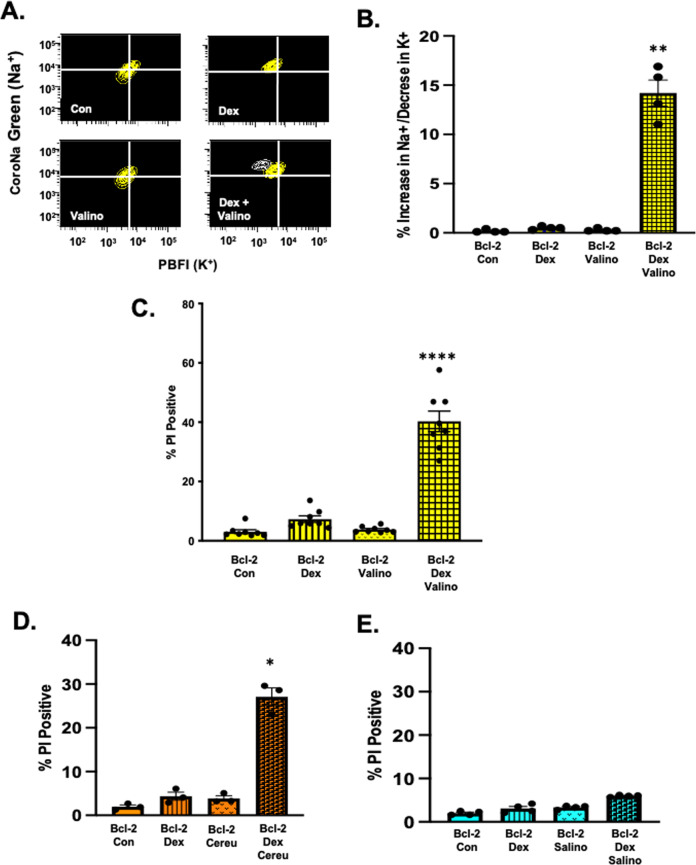
A low dose of the microbial toxin valinomycin mimics the ion flux observed during apoptosis and kills dex-treated S49 (Bcl-2) cells. **A** S49 (Bcl-2) cells treated with 2.5 × 10^−7^ M dex for 48 h where a low dose (25 nM) of valinomycin was added during the final 6 h were examined for changes in intracellular sodium and potassium using CoroNa Green and PBFI-AM, respectively. **B** Quantitation of the population of cells with increased sodium and decreased potassium shown in **A**. Data represent the mean (+/− SEM) of 4 independent experiments. **p < 0.01 **C** S49 (Neo) and S49 (Bcl-2) cells treated with 2.5 × 10^−7^ M dex for 48 h where a low dose (25 nM) of valinomycin was added during the final 6 h were examined for a loss of membrane integrity using PI and flow cytometry. Data represent the mean (+/− SEM) of 3-4 independent experiments, ****p < 0.0001. S49 (Bcl-2) cells were treated with 2.5 × 10^−7^ M dex for 48 h in the presence of absence of **D** 25 nM cereulide, or **E** 10 uM salinomycin during the final 6 h and examined for cell viability by flow cytometry using PI. Data represent the mean (+/− SEM) of 3-4 independent experiments, *p < 0.05.

We expanded the scope of our study to examine other microbial toxins that act as potassium ionophores for their ability to overcome apoptotic resistance in cells expressing Bcl-2 treated with glucocorticoids. Cereulide, a toxin produced by *Bacillus cereus*, acts as an ionophore with high affinity to potassium cations, and salinomycin is an ionophorous antibiotic isolated from *Streptomyces* spp. shown at high concentrations to have K^+^ selectivity resulting in the rapid release of K^+^ from the mitochondria [29]. Additionally, salinomycin has been shown to effectively kill breast cancer stem cells at micromolar concentrations [30] and is thought to be an effective anticancer drug [31–35]. S49 (Bcl-2) cells were treated with dex for 48 h in the presence or absence of cereulide or salinomycin during the final 6 h of glucocorticoid treatment and examined for cell viability by flow cytometry. In the absence of dex, neither drug had any effect on cell viability. Interestingly, only cereulide, like valinomycin, when added during the final 6 h of a 48 h dex treatment resulted in cell death in the S49 (Bcl-2) cells (Fig. 5D). In marked contrast, salinomycin had no effect in killing lymphoid cells expressing Bcl-2 (Fig. 5E), even at a 400-fold greater concentration, suggesting that valinomycin and cereulide provide a unique cellular signal to kill glucocorticoid-primed Bcl-2 cells.

### Mitochondrial depolarization provides the key to kill dex-primed S49 (Bcl-2) cells

Earlier we showed that dex treatment resulted in a protective hyperpolarization of the MMP (Fig. 2). To investigate the unique cellular signal afforded by valinomycin and cereulide in killing glucocorticoid-primed Bcl-2 cells, we examined their effect on the MMP. We used two different indicators of MMP, both mark cells based on the proton electrochemical gradient potential of the MMP. S49 (Bcl-2) cells stained with either MitoTracker Deep Red or TMRM were examined over time in the absence or presence of the various drugs. Mock treated S49 (Bcl-2) cells loaded with MitoTracker Deep Red or TMRM did not show any significant change in MMP over a 20 min period (Fig. 6A, B, black line). S49 (Bcl-2) cells loaded with MitoTracker Deep Red or TMRM and treated with either valinomycin (red line) or cereulide (orange line), showed a rapid decrease in dye intensity that continued over 20 min, suggesting a prompt and sustained depolarization of the MMP (Fig. 6A, B). Interestingly, salinomycin (blue line) showed an increase in dye incorporation into the cells suggesting this drug does not depolarize but hyperpolarizes the MMP in S49 (Bcl-2) cells. These studies suggest that both valinomycin and cereulide have a pro-apoptotic effect (MMP depolarization) to kill Bcl-2 cells when primed by glucocorticoids.

**Fig. 6:**
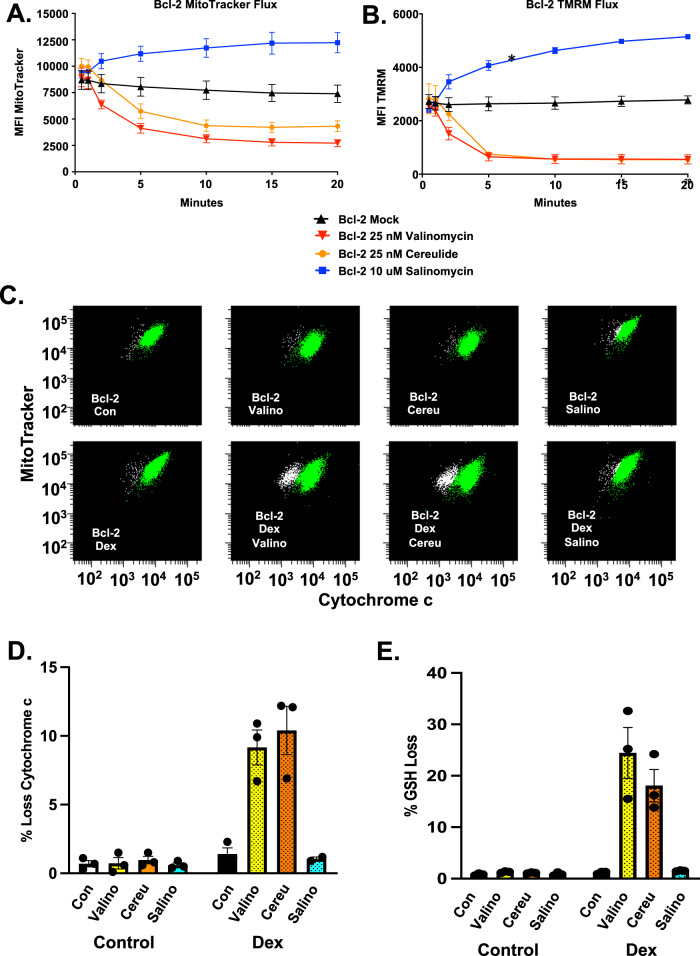
Microbial toxins that override apoptotic resistance in Bcl-2 expressing cells depolarize the mitochondrial membrane potential. S49 (Bcl-2) cells loaded with either 25 nM MitoTracker Deep Red (**A**) or 50 nM tetramethylrhodamine methyl ester perchlorate (TMRM; **B**) then treated with 25 nM valinomycin, 25 nM cereulide, or 10 uM salinomycin were examined for changes in their mitochondrial membrane potential (MMP) by flow cytometry. Data represent the mean (+/− SEM) of 3 independent experiments. S49 (Bcl-2) cells were treated with 2.5 × 10^−7^ M dex for 48 h in the presence or absence of 25 nM valinomycin, 25 nM cereulide, or 10 uM salinomycin during the final 6 h and examined for the loss of cytochrome c (**C**, **D**) and lose of glutathione (**E**). Data represent the mean (+/− SEM) of 3 independent experiments.

Previous studies have suggested that MMP depolarization alone was not sufficient to overcome the resistance afforded by Bcl-2, and release of cytochrome c and/or depletion of cellular glutathione were also required [36]. Thus, we examined S49 (Bcl-2) cells under our experimental conditions for downstream effects of MMP depolarization, including release of cytochrome c and loss of glutathione. Only S49 (Bcl-2) cells exposed to dex for 48 h with the addition of either valinomycin or cereulide during the final 6 h showed a release of cytochrome c from the viable population of cells (Fig. 6C, D). Additionally, we also only observed the loss of glutathione (GSH) in these samples (Fig. 6E). S49 (Bcl-2) cells exposed to dex or dex plus salinomycin that did not result in the release of cytochrome c or GSH loss (Fig. 6C–E). Furthermore, in the absence of dex, no downstream effects of MMP depolarization were observed in response to these drugs alone. Therefore, the ability of valinomycin and cereulide to depolarize the MMP in cells primed by glucocorticoids provides the signal to trigger the apoptotic process, resulting in the loss of cytochrome c and GSH to ultimately override the protection afforded by Bcl-2 and kill the cells.

Interestingly, as a stochastic response of an increase in intracellular calcium was observed upon 48 h dex treatment in the S49 (Neo) cells undergoing apoptosis, the rapid activation of the cell death process upon valinomycin and cereulide addition in the dex treated S49 (Bcl-2) cells showed a more systemic response (Supplementary Fig. 3).

To directly test the hypothesis that mitochondrial depolarization is the critical event in overriding the resistance afforded by Bcl-2 in dex-primed cells, we analyzed the effect of carbonyl cyanide m-chlorophenylhydrazone (CCCP) a known mitochondrial uncoupling and membrane depolarization agent. Initially, we examined various concentrations of CCCP in the context of our model system. Whereas 1 uM CCCP had no effect, 10 uM was sufficient to trigger cell death in 48 h dex-primed S49 (Bcl-2) cells to a similar level as observed with valinomycin (Fig. 7A). Using this concentration of CCCP, we examined these cells for the loss of cytochrome c and glutathione. Similar to the observations with valinomycin or cerulide, 10 uM CCCP also resulted in the loss of both cytochrome c and glutathione (Fig. 7B, C), suggesting that drugs that depolarize the mitochondria can overcome the resistance afforded by Bcl-2 in cells pre-treated or primed with glucocorticoids.

**Fig. 7:**
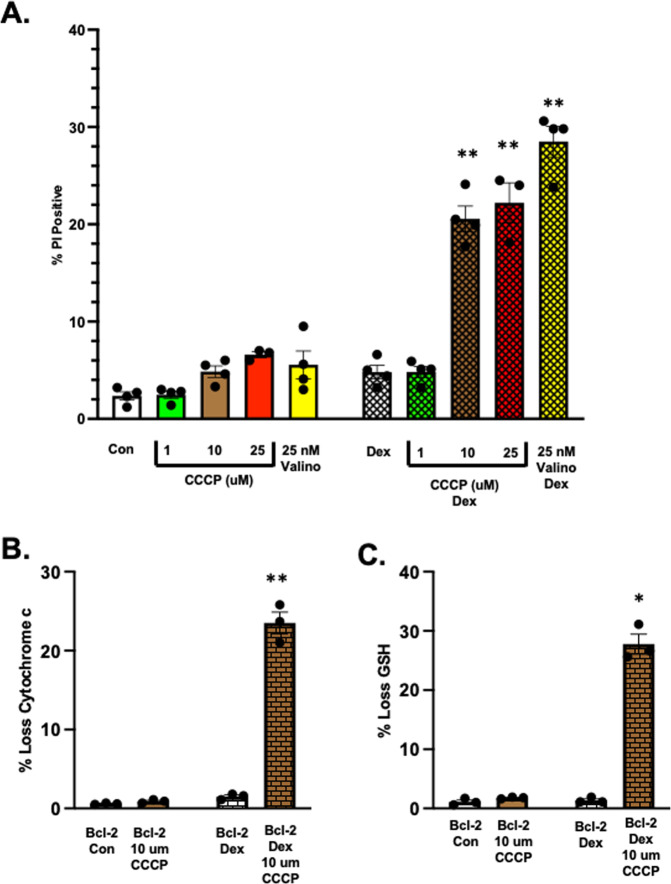
Mitochondrial depolarization provides the key to kill dex-primed S49 (Bcl-2) cells. **A** S49 (Bcl-2) cells treated with 2.5 × 10^−7^ M dex for 48 h in the presence of absence of 25 nM valinomycin, or various concentrations of CCCP during the final 6 h were examined for cell viability by flow cytometry. S49 (Bcl-2) cells treated with 2.5 × 10^−7^ M dex for 48 h in the presence of absence of 10 uM CCCP during the final 6 h were examined for the loss of cytochrome c (**B**) and lose of glutathione (**C**). Data represent the mean (+/− SEM) of 3 to 5 independent experiments *p < 0.05; **p < 0.01.

### Duration of glucocorticoid treatment is critical and results in the regulation of unique genes and signaling pathways in S49 (Bcl-2) cells

The strategic role glucocorticoids play in overcoming the apoptotic resistance afforded by Bcl-2 was examined at different times prior to the addition of valinomycin. As shown in Fig. 8A, the addition of valinomycin during the final 6 h of a 24 h dex treatment had no effect in killing the S49 (Bcl-2) cells. However, this paradigm did enhance cell death in the S49 Neo cells. The addition of valinomycin during the final 6 h of a 48 h dex treatment resulted in killing of the S49 (Bcl-2) cells, and again enhanced the killing in the S49 (Neo) cells (Fig. 8A). The addition of valinomycin during the final 6 h of a 72 h dex treatment shows only a slight increase in the percent of dead S49 (Bcl-2) cells compared to the 48 h dex treatment (Fig. 8A). This data suggests that the duration of glucocorticoid treatment plays a critical role in priming Bcl-2 expressing cells to undergo cell death in the presence of valinomycin.

**Fig. 8:**
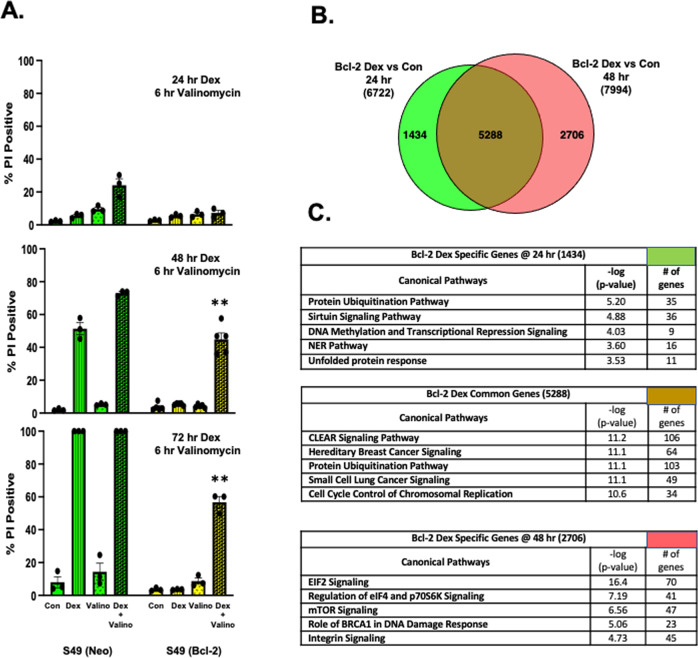
Analysis of cell death in S49 (Neo) and (Bcl-2) cells and gene expression profile of S49 (Bcl-2) cells treated with dexamethasone for 24 h or 48 h. **A** S49 (Neo) and S49 (Bcl-2) cells were examined in for changes in their membrane integrity after the addition of valinomycin during the final 6 h of a 24 h, 48 h, or 72 h dex treatment. Data represent the mean (+/− SEM) of 3-5 independent experiments. **B** Venn diagram analysis of dysregulated genes after 24 h dex-treatment versus dysregulated genes after 48 h dex-treatment in S49 (Bcl-2) cells. **C** Ingenuity pathway analysis (IPA) showing the top 5 canonical signaling pathways associated with 24 h dex-specific, common, and 48 h dex-specific genes in S49 (Bcl-2) cells.

To determine how the glucocorticoid signaling profile is influenced by treatment time, we performed RNAseq on S49 (Bcl2) cells treated with and without dex for 24 h and 48 h. 

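S49 cells are a mouse T-cell lymphoma line. The S49 (Bcl-2) cells carry an introduced Bcl-2 gene in addition to the resistance gene of the S49 (Neo) cells. Poly(A)-enriched RNA of both lines was sequenced after 24 h and 48 h of vehicle (control) or 250 nM dex. There were 4 replicates in each of 8 groups, 32 libraries in all, and the paper's RNA-seq results are on the 16 S49 (Bcl-2) libraries. The authors aligned paired reads of 75 bases to the mouse genome mm10 with STAR 2.5.1, assigned them to genes with featureCounts and normalized them with DESeq2. The paper gives 30 to 60 M reads per sample. The deposited table holds 1 normalized log2 value per gene and library in place of reads, so the depth behind a single value is unknown. The values ran from -2.38 to 20.15 over 24538 genes, 26 of which carried a date in place of a symbol. From these values, limma was fitted with 1 mean per group over the 16 libraries. It covered the 11592 genes with a mean of at least 3.46, the log2 value of 10 reads plus 1. A change is the mean of the dex libraries minus the mean of the time-matched controls, in log2 units. Counts of regulated genes use an unadjusted p under 0.01, as the paper's do. A named gene or a member of a gene group was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. The gene groups are 31 lists written before the data were examined, and those with at least 5 genes measured were tested with camera, which compares the members of a list with all other genes. Its p-values take a preset correlation of 0.01 between genes, while estimates reached 0.50 in ribosomal protein and 0.79 in histone genes. With estimated correlations, 0 lists were called at 24 h and 1 at 48 h. Other splits of the same libraries called as many lists in 2 of 35 at 24 h and 13 of 35 at 48 h, the real split included. List calls are therefore weak evidence. The sources used here do not say whether the replicates came from separate cultures, and p-values then measure only the spread between these samples. Normalized Bcl2 values of 10.48 to 11.45 in the S49 (Bcl-2) libraries lay above the 7.70 to 8.62 of the S49 (Neo) libraries, as the labels require. The antibody in the methods is against human Bcl-2, and how reads of the introduced gene were counted is not stated. In 24 h dex replicate 3 of the S49 (Bcl-2) cells, the differences from the other 3 dex libraries had an SD of 0.766 across genes, against 0.263 to 0.313 for those 3, and rose with the GC content of the transcripts. This library was kept, and values without it are given where it changes a result. Gene positions are those of GENCODE M21 on mm10.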

Overall, dex regulated a similar number of genes at 24 h and 48 h (6722 and 7994, respectively; Fig. 8B). 

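After 24 h of dex, the largest rises in S49 (Bcl-2) cells were in Nav2, a cytoskeletal regulator, Mapk13, a p38 kinase, and Trio, a guanine nucleotide exchange factor. Nav2 (chromosome 7 from 48908716 to 49610090) went from 5.35 ± 0.10 in control to 11.96 ± 0.20 in dex-treated cells (normalized log2 value, SD, n = 4 each). This is a change of 6.61 (standard error 0.12, adjusted p = 8.08e-15 from limma) with Benjamini-Hochberg adjustment. Mapk13 went from 4.36 ± 0.22 to 10.95 ± 0.28, and Trio from 4.87 ± 0.21 to 11.02 ± 0.27. Smox, Vwce, Tns3, Gramd3 and Ptprb rose by 5.34 to 5.81. The largest falls were in Stc1, a secreted glycoprotein, at -4.23 (standard error 0.23, adjusted p = 8.81e-10 from limma), and in Cbfa2t3, a transcriptional corepressor, at -3.86 (standard error 0.15, adjusted p = 1.42e-11 from limma). Ccr4, Rgl3, Ifi202b, Rasgrp1, Ptprk and H2-T3 had changes of -3.46 to -3.21, and Ifi202b has near-identical neighbours that may share reads. Without 24 h dex replicate 3 its change at 24 h was -2.55. After 48 h, Angptl7 rose most, at 8.71 (standard error 0.14, adjusted p = 3.96e-15 from limma). Trio rose by 7.56, Reps2 by 7.35 and Sohlh1 by 7.29, and Vwce, Mapk13, Tns3 and Kcnip3 rose by 6.18 to 7.12. Stc1 was at -5.28 and Rasgrp1, an activator of Ras downstream of the T-cell receptor, at -4.19. Necab1, Ptprk, Ifi202b, Ccr4, Rgl3 and Sema7a had changes of -3.98 to -3.72. All of these genes were picked as the largest changes among genes whose 4 dex libraries and 4 controls did not overlap. In total, 5841 of 11592 genes passed at 24 h (3023 higher and 2818 lower) and 6487 at 48 h (3236 higher and 3251 lower). Leaving out 24 h dex replicate 3 gave 7727 and 8598 genes.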

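Known target genes of the glucocorticoid receptor rose at both times. Of 31 measured targets, 23 rose and 3 fell at 24 h, with a median log2 change of 1.32 (24 and 3 adjusted over the list alone, adjusted p = 5.52e-08 from camera, adjusted p = 0.210 with an estimated correlation). At 48 h, 22 rose and 5 fell, with a median of 0.87 (22 and 6 adjusted over the list alone, adjusted p = 0.000140 from camera, adjusted p = 0.202 with an estimated correlation). The clock gene Per1 rose by 2.62 (standard error 0.12) at 24 h and Hif3a by 3.51 (standard error 0.08). At 48 h the transcription factor Zbtb16 rose by 3.40 (standard error 0.12) and the mRNA decay factor Zfp36l2 by 2.75 (standard error 0.09). The receptor gene Nr3c1 (chromosome 18 from 39410545 to 39519421) rose by 1.03 (standard error 0.18) at 24 h and by 1.11 (standard error 0.18, adjusted p = 8.27e-05 from limma) at 48 h. In 24 h dex replicate 3 Nr3c1 was at 13.52, against 14.59 to 14.60 in the other dex libraries of that time and 13.19 to 13.36 in the controls. That library lowers the change at 24 h, so a smaller rise at 24 h than at 48 h is not shown. Thymocyte and T cell genes went down at 24 h, 24 of 41 lower and 9 higher, with a median of -0.71 (the same counts adjusted over the list alone, adjusted p = 0.00127 from camera, adjusted p = 0.216 with an estimated correlation). Rag1, a recombinase of receptor gene assembly, changed by -1.92 (standard error 0.15) and Runx1 by -1.22 (standard error 0.09). At 48 h 24 T cell genes were lower and 12 higher, with a median of -0.59 (the same counts adjusted over the list alone, adjusted p = 0.0126 from camera, adjusted p = 0.224 with an estimated correlation), and the list was not called with a mean of at least 6.66 (adjusted p = 0.112 from camera). Of 19 heat shock genes, 15 fell and 0 rose at 24 h, with a median of -0.72 (0 and 16 adjusted over the list alone, adjusted p = 3.55e-05 from camera, adjusted p = 0.210 with an estimated correlation). Among them were the chaperone genes Hsph1 at -1.08 (standard error 0.11) and Stip1 at -0.79 (standard error 0.07). At 48 h 14 fell and 0 rose, with a median of -0.65 (the same counts adjusted over the list alone, adjusted p = 0.000266 from camera, adjusted p = 0.143 with an estimated correlation). Interferon-stimulated genes went up at 24 h, 16 of 29 higher and 2 lower, with a median of 0.67 (the same counts adjusted over the list alone, adjusted p = 0.000894 from camera, adjusted p = 0.339 with an estimated correlation). At 48 h 15 were higher and 8 lower, with a median of 0.35 (the same counts adjusted over the list alone, adjusted p = 0.141 from camera). Relative to control 13 were lower at 48 h than at 24 h and 4 higher, with a median difference of -0.40 (5 and 13 adjusted over the list alone, adjusted p = 0.0236 from camera, adjusted p = 0.553 with an estimated correlation), a call that ended without 24 h dex replicate 3 (adjusted p = 0.0527 from camera). In the dex-treated cells themselves 13 rose and 3 fell between times (median 0.24), and the controls rose more (median 0.73). Usp18 rose by 5.13 (standard error 0.16) at 24 h and Mx2 by 3.89 (standard error 0.10).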

Venn diagram analysis of these two gene sets revealed that most of the genes (5288) were commonly regulated by dex independent of the treatment time. However, 1434 genes were uniquely regulated by dex at 24 h, and a greater of genes, 2706, were uniquely regulated by dex at 48 h. 

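Genes of DNA replication fell together at both times. Of 54 measured, 46 were lower and 0 higher at 24 h, with a median log2 change of -0.55 (0 and 48 adjusted over the list alone, adjusted p = 1.92e-10 from camera, adjusted p = 0.210 with an estimated correlation). At 48 h, 50 were lower and 0 higher, with a median of -1.33 (0 and 51 adjusted over the list alone, adjusted p = 1.47e-18 from camera, adjusted p = 0.0841 with an estimated correlation). Mcm6, a subunit of the replicative helicase (chromosome 1 from 128331590 to 128359664), went from 15.37 ± 0.04 in control to 13.78 ± 0.07 in dex-treated cells at 48 h (normalized log2 value, SD, n = 4 each). This is a change of -1.59 (standard error 0.05, adjusted p = 2.51e-12 from limma) with Benjamini-Hochberg adjustment. The DNA polymerase gene Pole changed by -1.43 (standard error 0.04) and Dut, which removes dUTP, by -2.08 (standard error 0.08). Lysosomal genes and targets of TFEB, a regulator of lysosome formation, rose. At 24 h 32 of 48 were higher and 3 lower, with a median of 0.51 (33 and 3 adjusted over the list alone, adjusted p = 1.67e-06 from camera, adjusted p = 0.216 with an estimated correlation), and at 48 h 32 were higher and 4 lower, with a median of 0.41 (33 and 4 adjusted over the list alone, adjusted p = 2.71e-06 from camera, adjusted p = 0.188 with an estimated correlation). Psap, the precursor of the saposins, rose by 1.94 (standard error 0.07) at 24 h, and the lysosomal enzyme gene Tpp1 by 1.05. Of 25 genes of cholesterol synthesis, 17 were lower at 24 h and 2 higher, with a median of -0.74 (2 and 18 adjusted over the list alone, adjusted p = 0.000111 from camera, adjusted p = 0.339 with an estimated correlation). At 48 h 24 were lower and 0 higher, with a median of -2.20 (the same counts adjusted over the list alone, adjusted p = 8.57e-13 from camera, adjusted p = 0.142 with an estimated correlation). Fdft1 and Hmgcs1 changed by -3.18 (standard error 0.11) and -3.04 (standard error 0.13) at 48 h. The genes with a p under 0.01 at both times numbered 4441, or 56.3% of the 7887 that passed at either. Of these, 2288 were higher at both times, 2017 lower at both and 136 went opposite ways, where independent lists of these sizes would share 844 higher and 790 lower genes. The median size of the change in the common genes was 0.61 at 24 h and 0.71 at 48 h. Over the 11592 genes tested, the changes at 24 h and 48 h had a Pearson's r of 0.807 across genes, which are not independent replicates. The common genes numbered 6404 without 24 h dex replicate 3.

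**Figure D1:**
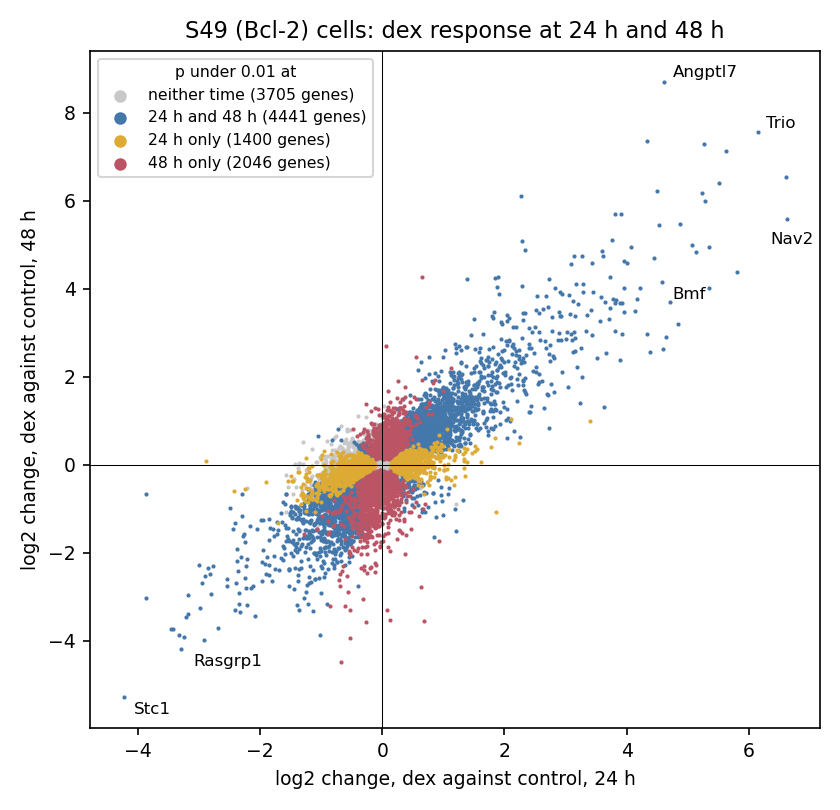
Log2 change with dex at 24 h (x axis) against 48 h (y axis) for the 11592 genes tested in S49 (Bcl-2) cells, 1 point per gene, coloured by the times at which its p was under 0.01. The 4441 common genes run along the diagonal from Stc1 (-4.23 and -5.28) to Trio (6.14 and 7.56).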

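Genes of ribosome biogenesis were lower at 24 h, 56 of 62, with none higher and a median log2 change of -0.62 (the same counts adjusted over the list alone, adjusted p = 6.13e-11 from camera, adjusted p = 0.25 with an estimated correlation). At 48 h 31 were lower and 4 higher, with a median of -0.29 (the same counts adjusted over the list alone, adjusted p = 0.00279 from camera, adjusted p = 0.540 with an estimated correlation). The RNA helicase genes Ddx21 and Ddx18 changed by -0.86 (standard error 0.09) and -0.85 (standard error 0.08) at 24 h. Noc2l and Rrn3, which act in ribosome assembly and ribosomal RNA transcription, changed by -0.86 and -0.80. Genes of mitosis were lower at 24 h in 25 of 40 and higher in 1, with a median of -0.36 (the same counts adjusted over the list alone, adjusted p = 0.000767 from camera, adjusted p = 0.352 with an estimated correlation). At 48 h 38 were lower and 0 higher, with a median of -1.29 (the same counts adjusted over the list alone, adjusted p = 6.67e-14 from camera, adjusted p = 0.142 with an estimated correlation). In the test of the difference between times 32 were lower at 48 h than at 24 h relative to control and none higher, with a median of -0.89 (0 and 34 adjusted over the list alone, adjusted p = 7.55e-19 from camera, adjusted p = 0.0426 with an estimated correlation). Aurkb, a kinase of chromosome segregation, differed between times by -1.26 (standard error 0.12, adjusted p = 8.26e-06 from limma) with Benjamini-Hochberg adjustment. Cdc25c, Kif2c and Birc5 differed by -1.24, -1.19 and -0.93. DNA replication genes likewise fell further, 43 of 54 lower and 0 higher, with a median of -0.72 (0 and 45 adjusted over the list alone, adjusted p = 3.22e-20 from camera, adjusted p = 0.0426 with an estimated correlation). The response of the unfolded protein response genes went down between 24 h and 48 h in 23 of 42 and up in 1, with a median of -0.46 (1 and 24 adjusted over the list alone, adjusted p = 3.59e-07 from camera, adjusted p = 0.0426 with an estimated correlation). The transcription factor Atf4 differed by -1.08 (standard error 0.14), its target Asns by -0.93 (standard error 0.09) and Trib3 by -2.33 (standard error 0.29). By p under 0.01, 1400 genes passed at 24 h alone (637 higher and 763 lower) and 2046 at 48 h alone (910 higher and 1136 lower). Of these, 546 (39.0%) of the 24 h genes and 1110 (54.3%) of the 48 h genes differed between times at an adjusted p under 0.05 from limma's test of the difference. Changes had the same sign at both times in 76.9% and 73.6%, and 30.6% and 29.9% had an unadjusted p under 0.05 from limma at the other time. The median size of change in the 24 h genes was 0.46 at 24 h and 0.16 at 48 h, and in the 48 h genes 0.15 at 24 h and 0.52 at 48 h. Over all tested genes 3173 differed between times (1281 higher and 1892 lower at 48 h), and 5800 did without 24 h dex replicate 3.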

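Among the genes that passed at 24 h alone, the lists of ribosome biogenesis and the unfolded protein response were over-represented. They held 28 of 62 ribosome biogenesis genes (odds ratio 6.10, adjusted p = 3.54e-09) and 14 of 42 unfolded protein response genes (odds ratio 3.67, adjusted p = 0.00352). The test was Fisher's exact test, one-sided, against the 11592 genes tested, with Benjamini-Hochberg adjustment over 27 lists and 3 gene sets. It takes genes as independent, so its p-values overstate the evidence where members of a list vary together. The estimated correlation between members was 0.50 for the ribosomal proteins and 0.37 for ribosome biogenesis. The common genes held 41 of 54 DNA replication genes (odds ratio 5.12, adjusted p = 5.29e-07) and 22 of 31 targets of the glucocorticoid receptor (odds ratio 3.95, adjusted p = 0.00352) by the exact test. They also held 17 of 25 genes of cholesterol synthesis (odds ratio 3.43, adjusted p = 0.0272), 25 of 41 T cell genes (odds ratio 2.52, adjusted p = 0.0272) and 28 of 48 lysosomal genes (odds ratio 2.26, adjusted p = 0.0342). The genes that passed at 48 h alone held 45 of 78 ribosomal protein genes (odds ratio 6.48, adjusted p = 1.64e-13) and 18 of 40 genes of mitosis (odds ratio 3.84, adjusted p = 0.00113) by the exact test. At 48 h alone, the BRCA1 DNA damage response (16 of 65) and integrin signaling (13 of 59) had adjusted p = 0.396 and 0.648, and the translation initiation factors (5 of 44) and the mTOR pathway (9 of 57) had adjusted p = 1 by the exact test. At 24 h alone, nucleotide excision repair (6 of 47) and the proteasome (2 of 44) had adjusted p = 0.954 and 1. Several calls ended when a library was left out. Without 24 h dex replicate 3, when the common genes numbered 6404, more members of 4 of these lists lay among them. They were 23 of the glucocorticoid receptor targets (adjusted p = 0.193), 20 of cholesterol synthesis (0.105), 29 T cell genes (0.194) and 32 lysosomal genes (0.366), which no longer passed the exact test against this larger set. Mitosis at 48 h alone, with 13 genes (adjusted p = 0.193), did not pass the exact test either. The proteasome then passed among the common genes (35 of 44, adjusted p = 0.0136 by the exact test). The lysosomal genes also failed the exact test (adjusted p of 0.0530 to 0.251) without any 1 of 24 h control replicates 1 to 4, 24 h dex replicates 1 and 4, 48 h control replicates 1 and 2 and 48 h dex replicates 1 and 2. Cholesterol synthesis failed it without 24 h dex replicate 1 (0.0597) or 48 h control replicate 4 (0.0659) and with a spread that does not follow the mean (0.0629), and the T cell genes without 48 h control replicate 1 (0.0648) or 48 h dex replicate 2 (0.0681). The unfolded protein response failed it without 24 h dex replicate 1 (0.0945). With the replicate number as a block, the lysosomal genes (adjusted p = 0.0535) and cholesterol synthesis (0.0823) did not pass the exact test. After quantile normalization the ribosomal protein genes passed among the common genes (45 of 78, adjusted p = 0.00074 by the exact test) and not at 48 h alone (22 of 78, 0.155). Mitosis at 48 h alone (10 of 40, adjusted p = 0.450) was not called with all 32 libraries in the fit.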

Ingenuity pathway analysis (IPA) was performed to determine the canonical signaling pathways most strongly associated with these common and unique gene sets (Fig. 8C). The top 5 signaling pathways associated with the 2706 genes uniquely regulated by dex at 48 h included EIF2 signaling, Regulation of eIF4 and p70S6K signaling, mTOR signaling, and the Role of BRCA1 in DNA Damage Response. These pathways play critical roles in the regulation of protein synthesis, cell proliferation and survival, and DNA repair and are completely different not only from the pathways associated with the 1434 genes uniquely regulated by dex at 24 h, but also from the pathways associated with the 5288 commonly regulated genes. These data demonstrate that a 48 h dex treatment of S49 (Bcl2) cells leads to the regulation of unique gene sets and signaling pathways that can sensitize the cells to die upon mitochondrial depolarization.

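Ribosomal protein genes, which take part in protein synthesis downstream of EIF2, were higher after 48 h of dex. Of 78 measured, 61 rose and 3 fell, with a median log2 change of 0.37 (the same counts adjusted over the list alone, adjusted p = 1.62e-07 from camera, adjusted p = 0.412 with an estimated correlation). At 24 h 11 were higher and 6 lower, with a median of 0.08 (8 and 5 adjusted over the list alone, adjusted p = 0.327 from camera). Rpl17 went from 15.20 ± 0.03 in control to 15.81 ± 0.04 in dex-treated cells at 48 h (normalized log2 value, SD, n = 4 each). This is a change of 0.61 (standard error 0.05, adjusted p = 2.28e-08 from limma) with Benjamini-Hochberg adjustment. Rpl36a, Rpl23a and Rps7 rose by 0.57, 0.46 and 0.65, and these genes have processed pseudogenes that may share their reads. Of 44 translation initiation factors, 19 were lower and 6 higher at 48 h, with a median of -0.25 (the same counts adjusted over the list alone, adjusted p = 0.0855 from camera). At 24 h 27 were lower and 3 higher, with a median of -0.42 (3 and 28 adjusted over the list alone, adjusted p = 0.000843 from camera, adjusted p = 0.216 with an estimated correlation). The helicase gene Eif4a1 changed by -0.75 (standard error 0.09) and Eif3c by -0.57 (standard error 0.05) at 48 h, whereas Eif3f rose by 0.65 (standard error 0.05). Of 57 genes of the mTOR pathway, 19 were higher and 17 lower at 48 h, with a median of 0.05 (the same counts adjusted over the list alone, adjusted p = 0.554 from camera). Sesn1, an inhibitor of mTORC1, rose by 2.81 (standard error 0.11) and Flcn by 1.54 (standard error 0.08), and the kinase subunit gene Pik3cd changed by -1.86 (standard error 0.17). Genes of the BRCA1 DNA damage response fell, 42 of 65 lower and 7 higher at 48 h, with a median of -0.49 (7 and 43 adjusted over the list alone, adjusted p = 6.49e-06 from camera, adjusted p = 0.147 with an estimated correlation). At 24 h 36 were lower and 5 higher, with a median of -0.33 (6 and 36 adjusted over the list alone, adjusted p = 0.000894 from camera, adjusted p = 0.268 with an estimated correlation). Bard1, the partner of BRCA1, changed by -2.08 (standard error 0.10, adjusted p = 2.07e-10 from limma) at 48 h. Among 59 genes of integrin signaling, 25 were lower and 10 higher at 48 h, with a median of -0.21 (the same counts adjusted over the list alone, adjusted p = 0.0855 from camera). The kinase gene Pak1 was at 4.24 (standard error 0.14) and the actin gene Actg1 at -1.19 (standard error 0.07). Without 24 h dex replicate 3, which enters the spread of the fit, 25 initiation factors were lower and 11 higher at 48 h (adjusted p = 0.0458 from camera), and 37 integrin genes were lower and 17 higher. At 24 h, 17 ribosomal protein genes were then higher and 20 lower (median -0.01), and 44 BRCA1 genes lower and 9 higher (median -0.21). The initiation factors also passed at 48 h without 48 h control replicate 4 (adjusted p = 0.0489 from camera). After quantile normalization the ribosomal protein genes were higher at 24 h as well (median 0.25, adjusted p = 9.35e-08 from camera).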

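Proteasome subunit genes, which act in the degradation of ubiquitinated proteins, were lower at both times. At 24 h 25 of 44 were lower and 3 higher, with a median log2 change of -0.30 (3 and 26 adjusted over the list alone, adjusted p = 0.00173 from camera, adjusted p = 0.339 with an estimated correlation), and at 48 h 31 were lower and 3 higher, with a median of -0.35 (3 and 32 adjusted over the list alone, adjusted p = 0.000335 from camera, adjusted p = 0.224 with an estimated correlation). Psme3 and Psmb7 changed by -0.70 (standard error 0.08) and -0.53 (standard error 0.06) at 24 h, whereas Psmb9, a subunit of the immunoproteasome, rose by 0.84 (standard error 0.09). Of 47 genes of nucleotide excision repair, 26 were lower and 8 higher at 24 h, with a median of -0.25 (9 and 26 adjusted over the list alone, adjusted p = 0.0202 from camera, adjusted p = 0.25 with an estimated correlation). At 48 h 25 were lower and 10 higher, with a median of -0.31 (the same counts adjusted over the list alone, adjusted p = 0.00372 from camera, adjusted p = 0.147 with an estimated correlation). Rfc3 and Pole4, which also act in replication, changed by -0.96 (standard error 0.08) and -1.02 (standard error 0.10) at 24 h, and the endonuclease gene Ercc5 rose by 0.92 (standard error 0.07). Genes of the unfolded protein response rose at 24 h, 22 of 42 higher and 6 lower, with a median of 0.22 (the same counts adjusted over the list alone, adjusted p = 0.0212 from camera, adjusted p = 0.314 with an estimated correlation). At 48 h 5 were higher and 17 lower, with a median of -0.12 (the same counts adjusted over the list alone, adjusted p = 0.158 from camera). Herpud1, which acts in the degradation of proteins from the endoplasmic reticulum, rose by 2.33 (standard error 0.08, adjusted p = 3.57e-12 from limma) at 24 h with Benjamini-Hochberg adjustment. Mbtps1 and the stress sensor Eif2ak3 rose by 1.51 (standard error 0.06) and 0.84 (standard error 0.07), whereas Atf4 changed by -0.88 (standard error 0.10). Replication-dependent histone genes fell, 26 of 42 at 24 h with none higher and a median of -0.68 (the same counts adjusted over the list alone, adjusted p = 0.000379 from camera, adjusted p = 0.514 with an estimated correlation). Hist1h2bk changed by -0.97 (standard error 0.22) and Hist1h2ag by -0.72 (standard error 0.18). At 48 h 22 histone genes were lower and 1 higher, with a median of -0.69 (the same counts adjusted over the list alone, adjusted p = 0.00254 from camera, adjusted p = 0.585 with an estimated correlation). Most histone transcripts lack a poly(A) tail and share sequence, which limits these values. The call of the unfolded protein response at 24 h ended without 24 h dex replicate 3 (24 higher and 11 lower, adjusted p = 0.0512 from camera) and after the GC trends were taken out (adjusted p = 0.0555). At 48 h, 20 of its genes were lower and 8 higher without that replicate. After quantile normalization the proteasome and nucleotide excision repair genes were not called at 24 h (adjusted p = 0.0931 from camera for both).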

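Genes of glycolysis were lower with dex at both times, and the difference from control was larger at 48 h. Of 23 measured, 17 were lower and 1 higher at 24 h, with a median log2 change of -0.52 (the same counts adjusted over the list alone, adjusted p = 0.000894 from camera, adjusted p = 0.352 with an estimated correlation). At 48 h 19 were lower and 2 higher, with a median of -1.74 (the same counts adjusted over the list alone, adjusted p = 5.68e-07 from camera, adjusted p = 0.188 with an estimated correlation). Relative to control, 17 were lower at 48 h than at 24 h and 1 higher, with a median difference of -1.16 (2 and 19 adjusted over the list alone, adjusted p = 3.22e-08 from camera, adjusted p = 0.210 with an estimated correlation). Between 24 h and 48 h, 17 of these genes rose and 1 fell in the controls (median 0.62), and 11 fell and 2 rose in the dex-treated cells (median -0.29). The pyruvate kinase gene Pkm went from 17.81 ± 0.12 in control to 15.61 ± 0.14 in dex-treated cells at 48 h (normalized log2 value, SD, n = 4 each). This is a change of -2.20 (standard error 0.12, adjusted p = 8.52e-10 from limma) with Benjamini-Hochberg adjustment. Gapdh and Pgk1 changed by -1.99 (standard error 0.12) and -2.28 (standard error 0.14) at 48 h, and their differences between times were -1.16 (standard error 0.17) and -1.50 (standard error 0.19). Cholesterol synthesis genes were likewise lower relative to control, 24 of 25 lower at 48 h than at 24 h and 0 higher, with a median difference of -1.48 (the same counts adjusted over the list alone, adjusted p = 2.7e-19 from camera, adjusted p = 0.0426 with an estimated correlation). Most of this was a rise in the controls (median 0.87), while 20 fell and 0 rose in the dex-treated cells (median -0.53). Subunits of oxidative phosphorylation went both ways at 48 h, 12 of 74 higher and 18 lower, with a median of -0.08 (12 and 16 adjusted over the list alone, adjusted p = 0.388 from camera). Ndufs4 of complex I rose by 1.49 (standard error 0.19) and the ATP synthase gene Atp5b changed by -0.62 (standard error 0.06). None of the 13 mitochondrially encoded genes was found in the deposited table. Among 53 antioxidant and glutathione genes, 27 were lower and 13 higher at 48 h, with a median of -0.24 (the same counts adjusted over the list alone, adjusted p = 0.0801 from camera). The glutathione reductase gene Gsr changed by -1.08 (standard error 0.07) and the glutathione transferase gene Gstm1 rose by 3.49 (standard error 0.14). Between times 19 were lower and 6 higher, with a median difference of -0.20 (6 and 25 adjusted over the list alone, adjusted p = 0.00881 from camera, adjusted p = 0.383 with an estimated correlation). Of 32 genes for potassium channels, the sodium pump and volume regulation, 16 were higher and 11 lower at 48 h, with a median of 0.29 (the same counts adjusted over the list alone, adjusted p = 0.356 from camera). Kcnq1 rose by 3.33 (standard error 0.12) and Kcna3, the main voltage-gated potassium channel of T cells, changed by -3.18 (standard error 0.12). Without 24 h dex replicate 3, 33 oxidative phosphorylation genes were lower and 16 higher at 48 h. The antioxidant genes were then not called between times (27 lower and 13 higher, adjusted p = 0.0702 from camera). The paper concludes that 48 h of dex regulates gene sets and pathways that can sensitize S49 (Bcl-2) cells to die once their mitochondria are depolarized. It rests the need for 48 h on cell death as well: valinomycin killed these cells after 48 h of dex and not after 24 h.

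**Figure D2:**
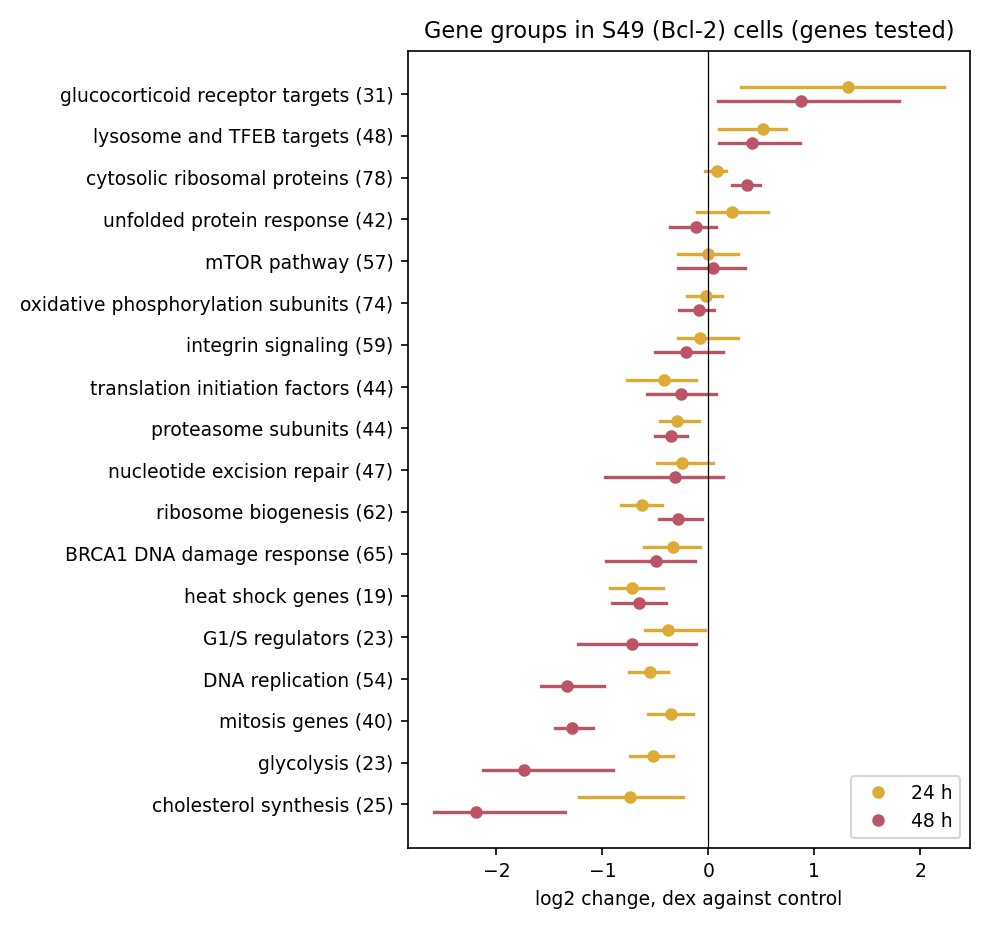
Median log2 change with dex (points) and quartiles (lines) of 18 gene groups in S49 (Bcl-2) cells at 24 h and 48 h, with the number of genes tested in each. Cholesterol synthesis had medians of -0.74 and -2.20, and ribosomal proteins 0.08 (-0.01 without 24 h dex replicate 3) and 0.37.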

## Discussion

The expression of Bcl-2 protects lymphoid cells from cell death induced by glucocorticoids. However glucocorticoid treatment in lymphoid cells expressing Bcl-2 develop several pro- and anti-apoptotic features in the absence of cell death. Dex-treated S49 (Bcl-2) cells results in hyperpolarization of both the mitochondrial and plasma membrane potentials, and a lack of early intracellular apoptotic ionic changes. In contrast, these cells also show an increase in mitochondrial-derived reactive oxygen species, a trait largely considered to be pro-apoptotic, however these changes in ROS alone were not associated with cell death. Our data suggest that glucocorticoid treatment has a profound effect on cells expressing Bcl-2 without killing them.

To further examine the consequence of these glucocorticoid-induced changes in lymphoid cells expressing Bcl-2, we administrated a low dose of the potassium ionophore valinomycin during the final 6 h of a 48-hour dex treatment. The combination glucocorticoid treatment plus the valinomycin in S49 (Bcl-2) cells overrides the protection afforded by Bcl-2 resulting in the activation of the cell death program. When extending our study to other potassium ionophores in combination with glucocorticoids, discovered that only drugs that depolarized the mitochondrial membrane potential triggered the apoptotic response and killed glucocorticoid-primed Bcl-2 cells.

Several key observations were noted in this study that are critical in inducing apoptosis in lymphoid cells expressing Bcl-2. First, an absolute requirement for the cells to be treated with glucocorticoids. In the absence of glucocorticoids, apoptotic agents alone are benign in their ability to kill cells. Second, the stimulus must have the ability to depolarize the mitochondrial membrane potential. Both valinomycin and cereulide immediately depolarize the mitochondrial membrane potential, whereas salinomycin hyperpolarized the MMP. The importance of a drugs ability to depolarization the mitochondrial membrane potential was confirmed in our studies using CCCP. Importantly, our data shows that MMP depolarization alone does not override the protection to cell death afforded by Bcl-2, but the glucocorticoid-sensitization of these cells towards cell death combined with a mitochondrial depolarization signal results in a rapid killing of the cells. A third key observation is the importance of the duration of glucocorticoid treatment to bring the cells to the threshold of cell death. As illustrated in this study, 24 h dex treatment did not provide sufficient time to prime the cells to die upon addition of a death stimulus. However, 48 h of dex treatment led to the regulation of unique gene sets and signaling pathways that sensitized the cells to die upon mitochondrial depolarization. Thus, glucocorticoids play a critical role in activating the apoptotic process by providing time-dependent gene changes that permit the rapid triggering of the cell death process. 

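The largest differences between 48 h and 24 h of dex, each relative to its controls, included a further rise of Angptl7, a secreted protein, by 4.09 (standard error 0.21, adjusted p = 6.17e-08 from limma) with Benjamini-Hochberg adjustment. Cbfa2t3 returned toward its control level, by 3.18 (standard error 0.21, adjusted p = 3.28e-07 from limma). Reps2, Grasp and Sohlh1 were higher at 48 h by 3.02, 2.63 and 2.02. Gipr and the glycolytic enzyme gene Aldoc were lower at 48 h, at -2.93 (standard error 0.86) and -2.77 (standard error 0.62). So were the interferon-induced GTPase gene Gbp2, the early response gene Fos and P2rx3, at -2.73, -2.67 and -2.49. Regulators of the G1/S transition fell, 14 of 23 lower and 3 higher at 24 h, with a median of -0.38 (the same counts adjusted over the list alone, adjusted p = 0.0212 from camera, adjusted p = 0.210 with an estimated correlation). At 48 h 14 were lower and 2 higher, with a median of -0.72 (the same counts adjusted over the list alone, adjusted p = 0.000628 from camera, adjusted p = 0.0444 with an estimated correlation), and between times 10 were lower and 1 higher, with a median difference of -0.37 (the same counts adjusted over the list alone, adjusted p = 0.00881 from camera, adjusted p = 0.0426 with an estimated correlation). Cyclin E1 (Ccne1) changed by -1.52 (standard error 0.11) at 48 h and its kinase Cdk2 by -0.97 (standard error 0.06). The phosphatase gene Cdc25a changed by -1.27 (standard error 0.09) and Skp2 by -1.48 (standard error 0.08). Targets of p53 rose at 48 h, 14 of 23 higher and 4 lower, with a median of 0.50 (the same counts adjusted over the list alone, adjusted p = 0.0279 from camera, adjusted p = 0.188 with an estimated correlation). At 24 h 9 were higher and 5 lower, with a median of 0.14 (the same counts adjusted over the list alone, adjusted p = 0.327 from camera). The test between times did not call the p53 targets, 6 higher and 4 lower, with a median difference of 0.28 (8 and 4 adjusted over the list alone, adjusted p = 0.114 from camera). With 24 h dex replicate 3 left out, 12 were higher and 6 lower at 24 h (median 0.22), and 9 higher and 6 lower between times (median 0.18). The G1/S genes were not called at 24 h after quantile normalization (adjusted p = 0.0694 from camera).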

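In the deposited values, ribosomal protein genes responded differently to dex at 24 h and 48 h. Relative to the controls of each time, 28 of 78 were higher at 48 h than at 24 h and 0 lower, with a median log2 difference of 0.27 (31 and 0 adjusted over the list alone, adjusted p = 5.93e-11 from camera, adjusted p = 0.383 with an estimated correlation). Rpl17 differed by 0.52 (standard error 0.07, adjusted p = 4.83e-05 from limma) with Benjamini-Hochberg adjustment, and Rpl9, Rpl36a and Rpl21 by 0.41, 0.37 and 0.37. The count was 75 with 0 lower, and the median 0.39, when 24 h dex replicate 3 was left out. In the dex-treated cells themselves 24 members were higher at 48 h than at 24 h and 2 lower (median 0.13). In the control cells 13 were lower and 0 higher (median -0.15). Without that library these counts were 67 higher and 2 lower in the dex-treated cells and 67 lower in the controls. After quantile normalization the ribosomal protein genes were called higher at 24 h as well, so their difference between times may depend on the normalization. Genes of ribosome biogenesis were higher at 48 h than at 24 h relative to control in 18 of 62 and lower in 0, with a median difference of 0.31 (the same counts adjusted over the list alone, adjusted p = 6.8e-07 from camera, adjusted p = 0.383 with an estimated correlation). The polymerase I subunit genes Polr1b and Polr1d differed by 0.60 (standard error 0.14) and 0.44 (standard error 0.09), and Wdr12 by 0.69 (standard error 0.16). These genes fell between times in the dex-treated cells themselves, 35 lower and 0 higher (median -0.28), and fell more in the controls, 55 lower and 0 higher (median -0.63). When 24 h dex replicate 3 was left out, 44 were higher and 1 lower relative to control. With the GC trend of each library taken out, the difference in Wdr12 was 0.37 (adjusted p = 0.214 from limma).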

Interestingly, the observed significance of the EIF2-signaling pathway, essential for protein synthesis and a key adaptive survival response [37], also suggests that changes at the level of protein expression may play a critical role in the ability of dexamethasone to sensitize cells expressing Bcl-2 to die.

The initial protection afforded by Bcl-2 may in part be due to the dex-induced hyperpolarization of the MMP, an action opposite to the depolarization of the MMP shown here to be a key signal of the cell death mechanism. Salinomycin resulted in hyperpolarization of the MMP, thus possibly further protecting the cells from cell death. Both valinomycin and cereulide resulted in the immediate depolarization of the MMP, which was sustained over time. The drug-induced MMP depolarization coupled with dex-induced gene changes at 48 h has a direct impact in the subsequent release of pro-apoptotic factors from the mitochondria including cytochrome-c, which in turn results in the loss of glutathione, known to be involved in mechanism of cell death. Additionally, as BH3-only proteins are known to play an important role during dex-induced apoptosis [38, 39], our RNAseq analysis did not suggest any significant transcriptional change in pro-apoptotic proteins. However, it cannot be ruled out that glucocorticoid treatment may affect the delicate balance between pro- and anti-apoptotic proteins, including their non-apoptotic functions that controls the cells fate [40, 41].

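BH3-only genes, which encode activators of Bax and Bak or inhibitors of the anti-apoptotic Bcl-2 proteins, changed with dex in S49 (Bcl-2) cells. Bmf (chromosome 2 from 118528757 to 118549687) went from 7.84 ± 0.56 to 12.41 ± 0.23 at 24 h and from 9.55 ± 0.52 to 13.70 ± 0.09 at 48 h (normalized log2 value, control and dex-treated, SD, n = 4 each). The changes were 4.57 (standard error 0.26) and 4.15 (standard error 0.26, adjusted p = 2.45e-09 from limma) with Benjamini-Hochberg adjustment. Bbc3, which encodes Puma (chromosome 7 from 16308393 to 16318205), rose by 1.08 (standard error 0.14) at 24 h and 1.40 (standard error 0.14, adjusted p = 6.63e-07 from limma) at 48 h. Bad (chromosome 19 from 6941861 to 6951899) rose by 0.64 (standard error 0.13, adjusted p = 0.000848 from limma) at 24 h and was at 0.32 (standard error 0.13, adjusted p = 0.0511 from limma) at 48 h. In 24 h dex replicate 3 Bad was at 10.73, against 9.97 to 10.09 in the other dex libraries of that time, so that library raises the change at 24 h. Bid (chromosome 6 from 120891930 to 120916853) fell, with changes of -0.70 (standard error 0.11) and -0.48 (standard error 0.11, adjusted p = 0.00123 from limma). Pmaip1, which encodes Noxa, had group means of 2.75 to 3.32, under the floor of 3.46, and Bik and Hrk had negative means, so these 3 were not tested. Of the 5 BH3-only genes tested, 4 were higher and 1 lower at 24 h, with a median of 1.00 (the same counts adjusted over the list alone, adjusted p = 0.0436 from camera, adjusted p = 0.216 with an estimated correlation). At 48 h 3 were higher and 1 lower, with a median of 1.09 (4 and 1 adjusted over the list alone, adjusted p = 0.0668 from camera), and none differed between times, though Bid did without 24 h dex replicate 3 (adjusted p = 0.0420 from limma). Bax (chromosome 7 from 45461697 to 45466898) changed by -0.34 (standard error 0.10, adjusted p = 0.0101 from limma) at 24 h and was at 0.21 (standard error 0.10, adjusted p = 0.0835 from limma) at 48 h. Bak1 (chromosome 17 from 27019810 to 27029009) was at 0.19 (standard error 0.08, adjusted p = 0.0591 from limma) at 24 h and changed by -0.37 (standard error 0.08, adjusted p = 0.00112 from limma) at 48 h. Of 18 genes of pro-apoptotic effectors, 10 were lower and 1 higher at 48 h, with a median of -0.30 (the same counts adjusted over the list alone, adjusted p = 0.0279 from camera, adjusted p = 0.142 with an estimated correlation). At 24 h 8 were lower and 4 higher, with a median of -0.16 (5 and 8 adjusted over the list alone, adjusted p = 0.327 from camera). Between times 7 were lower and 1 higher, with a median difference of -0.22 (1 and 8 adjusted over the list alone, adjusted p = 0.0307 from camera, adjusted p = 0.104 with an estimated correlation), a call that ended without 24 h dex replicate 3 (adjusted p = 0.0515 from camera). With a mean of at least 6.66 in place of 3.46 the list was not called at 48 h (adjusted p = 0.0619 from camera). Casp8 changed by -1.15 (standard error 0.08) at 48 h and Cycs, which encodes cytochrome c, by -1.12 (standard error 0.09). Without 24 h dex replicate 3, the BH3-only list was not called at 24 h (adjusted p = 0.0909 from camera), and Bad (adjusted p = 0.000177) and Bax (0.00143) were higher at 48 h by limma. Bad also passed at 48 h without 24 h dex replicate 2 (adjusted p = 0.0464 from limma) or 4 (0.0462) or 48 h control replicate 4 (0.0487), and Bak1 was higher at 24 h without 24 h dex replicate 2 (0.0394) or 4 (0.0357). Without replicate 3 the change of Bak1 at 24 h was 0.09 (adjusted p = 0.0742 from limma). The fall of Bax at 24 h was not called after quantile normalization (adjusted p = 0.0764 from limma) or with only the 8 libraries of that time (0.0637).

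**Figure D3:**
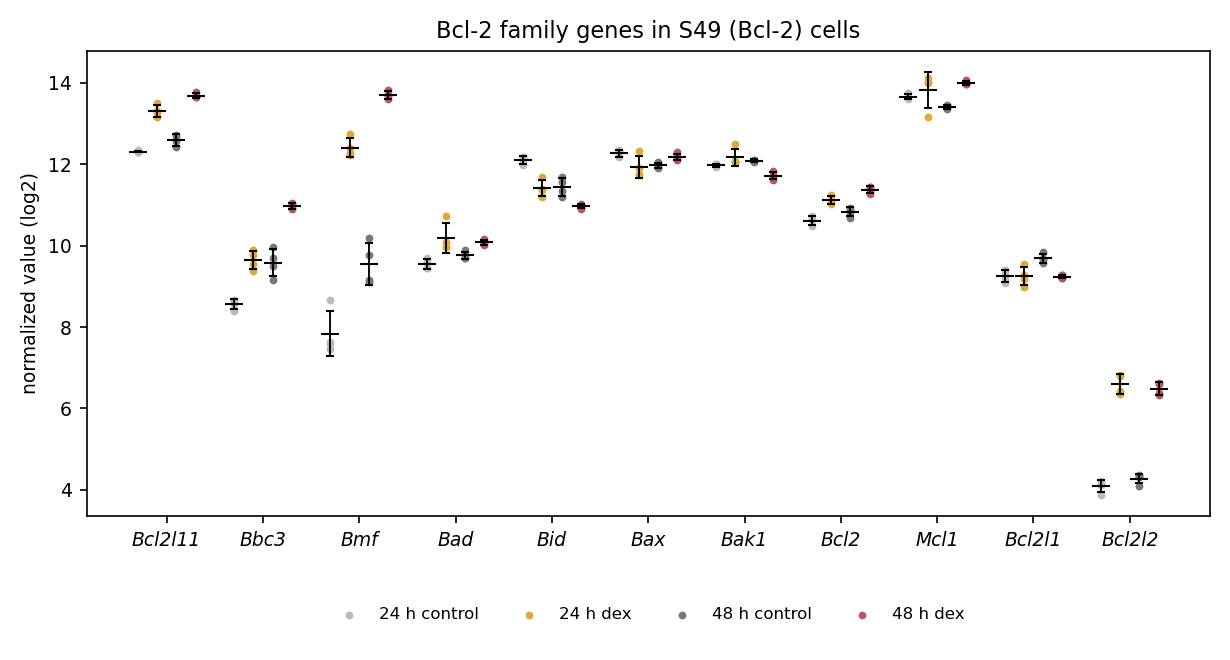
Normalized log2 values of Bcl-2 family genes in the 16 S49 (Bcl-2) libraries, 1 point per library, with the mean and SD of each group of 4. The Bmf values lay at 7.84 ± 0.56 in the 24 h controls and 12.41 ± 0.23 in the 24 h dex libraries.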

In patients with relapsed or relapsed and refractory multiple myeloma, the combination of daratumumab, bortezomib, and dexamethasone resulted in significantly longer progression-free survival then if these drugs were used alone [42]. Additionally, the combination of glucocorticoids with inhibitors of Bcl-2 or MCL-1 such as venetoclax and bortezomib, respectively, has been shown to be a promising and safe treatment for relapsed/refractory multiple myeloma [43]. A current mechanism behind the effectiveness of this treatment suggests a dex-induced increase in the expression of both Bcl-2 and Bim, which alters the binding of Bim to the anti-apoptotic proteins [44]. While our study did not result in a significant increase in Bim expression, our data suggests that glucocorticoids may afford additional pro-apoptotic mechanisms permitting the depolarization of the mitochondrial membrane potential to activate the cell death process.

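Bcl2l11, the gene of Bim (chromosome 2 from 128126038 to 128162547), went from 12.31 ± 0.02 in control to 13.31 ± 0.14 in dex-treated cells at 24 h and from 12.60 ± 0.14 to 13.69 ± 0.05 at 48 h (normalized log2 value, SD, n = 4 each). The changes were 1.00 (standard error 0.07, adjusted p = 3.61e-08) and 1.09 (standard error 0.07, adjusted p = 6.77e-09 from limma) with Benjamini-Hochberg adjustment. The difference between times was 0.09 (standard error 0.11, adjusted p = 0.546 from limma). The value at mouse Bcl2 (chromosome 1 from 106538178 to 106714274) changed by 0.50 (standard error 0.07) at 24 h and 0.54 (standard error 0.07, adjusted p = 1.04e-05 from limma) at 48 h, and reads of the introduced Bcl-2 gene may be counted in it. In S49 (Neo) cells, without that gene, its means were 7.97 in control and 7.97 in dex-treated cells at 24 h. At 48 h they were 8.54 and 8.38. A rise of the mouse gene itself is therefore not shown. Bcl2l2, which encodes Bcl-w (chromosome 14 from 54883377 to 54888234), rose by 2.51 (standard error 0.12) and 2.21 (standard error 0.12). Mcl1 (chromosome 3 from 95658788 to 95663176) was at 0.17 (standard error 0.15, adjusted p = 0.348 from limma) at 24 h and rose by 0.59 (standard error 0.15, adjusted p = 0.00290 from limma) at 48 h. Bcl2l1, which encodes Bcl-xL (chromosome 2 from 152780668 to 152831728), was at -0.01 (standard error 0.10, adjusted p = 0.967 from limma) at 24 h and changed by -0.46 (standard error 0.10, adjusted p = 0.00128 from limma) at 48 h. Of the 4 anti-apoptotic genes tested, 2 were higher and 0 lower at 24 h and 3 higher and 1 lower at 48 h (the same counts adjusted over the list alone), too few genes for a test of the list. Bcl2 is among the higher ones at both times. Bcl2a1a, Bcl2a1b, Bcl2a1d and Bcl2l10 lay under the floor of 3.46 and were not tested. Without 24 h dex replicate 3, Mcl1 was higher at 24 h as well, by 0.39 (adjusted p = 4.72e-07 from limma), as it was after quantile normalization, by 0.35 (adjusted p = 0.0493 from limma).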

In conclusion, persistent glucocorticoid treatment positions S49 (Bcl-2) cells at the brink of cell death, where low doses of agents that depolarize the mitochondrial membrane potential initiates the cell death process, essentially pushing the cells over the edge. The resulting release of cytochrome c and loss of glutathione then completes the cell death process, effectively killing cells expressing the anti-apoptotic protein Bcl-2. A limitation of the current study is the use of mouse cells expressing Bcl-2; thus, it would be of great value to examine this effect in human cancer cells. However, as our study shows, therapeutic drug combinations that include glucocorticoids can promote specific/separate components of the cell death process resulting in a more effective induction of apoptosis in cells expressing Bcl-2.

## Material and methods

### Cell culture and chemicals

S49 (Neo) are S49.1 mouse lymphoma cells stably transfected with a recombinant amphitropic retrovirus carrying a G418 (Neomycin) antibiotic resistance gene [20]. S49 Bcl-2 cells were additionally transfected with the Bcl-2 proto-oncogene [20]. Both cell lines were cultured in RPMI-1640 medium containing 10% heat-inactivated fetal calf serum, 4.8 mM glutamine, 100 ug/ml streptomycin and 100 U/ml penicillin at 37 °C, 7% CO_2_ atmosphere. Dexamethasone was purchased through Steraloids (Wilton, NH). Valinomycin, cereulide, and salinomycin were purchased from Thermo Fisher Scientific (Invitrogen; Hillsboro, OR), Focus Biomolecules (Plymouth Meeting, PA), and EMD Millipore Corporation (Seattle, WA), respectively.

### Determination of Bcl-2 expression by flow cytometry

Expression of Bcl-2 was analyzed using a Fixation and Permeabilization Kit and a PE Mouse Anti-Human Bcl-2 Set (BD Biosciences, Cat. No. 556535) according to the manufacturer’s instructions.

### Determination of plasma membrane integrity, cell size, and DNA content by flow cytometry

Plasma membrane integrity was determined with the addition of propidium iodide (PI; Sigma) to a final concentration of 10 ug/ml added immediately prior to analysis. Changes in cell size and DNA content were determined by flow cytometry as described previously [45] using a Becton Dickinson FACSort equipped with Cell Quest software (BD Biosciences).

### Analysis of mitochondrial membrane potential

Changes in the mitochondrial membrane potential were measured by flow cytometry using JC-1 (Molecular Probes) as previously described [46]. Tetramethylrhodamine methyl ester perchlorate (TMRM; ThermoFisher) or MitoTracker Deep Red (Moleular Probes) were added to a final concentration of 200 nM during the final 30 min of incubation, using with Sytox Blue or PI as a vital dye, respectively. All samples were analyzed by flow cytometry using an LSRII (BD Biosciences) equipped with FACSDiVa software for acquisition and analysis.

### Determination of changes in plasma membrane potential

Thirty minutes prior to the point of examination, DiBAC_4_(3) (Invitrogen; Molecular Probes) was added to 1 ml of cells to a final concentration of 150 ng/ml and incubation was continued at 37 °C, 7% CO_2_ atmosphere. All samples were analyzed by flow cytometry using an LSRII (BD Biosciences) equipped with FACSDiVa software for acquisition and analysis.

### Flow cytometric analysis of ROS

Analysis of mitochondrial ROS was determined by adding MitoSox Red (5 uM final; Life Technologies) to each sample for 30 min at 37 °C, 7% CO_2_ atmosphere prior to examination using Sytox Blue as a vital dye. All samples were analyzed using a Becton Dickinson LSRII equipped with FACSDiVa software for acquisition and analysis. Only cells that did not lose their membrane integrity (Sytox Blue negative) were included in the analysis.

### Determination of intracellular potassium, sodium, and calcium

Analysis of intracellular sodium and potassium by flow cytometry was accomplished as described previously [25]. Briefly, 2 ul of 2.5 mM CoroNa Green-AM (Na^+^) or PBFI-AM (K^+^) (Molecular Probes) stock were added to 1 ml of cells for a final concentration of 5 uM 1 h prior to the time of examination. Intracellular calcium was determined by adding 4 ul of 1 mM Fluo-4 (Life Technologies) to 1 ml of cell for a final concentration of 4 uM 30 min prior to the time of examination. Incubation was continued at 37 °C, 7% CO_2_ atmosphere. Immediately prior to flow cytometric examination, propidium iodide (PI) was added to a final concentration of 10 ug/ml. All samples were analyzed by flow cytometry using an LSRII (BD Biosciences) equipped with FACSDiVa software. Only cells that did not lose their membrane integrity (PI negative) were included in the analysis for relative intracellular ion concentrations.

### Flow cytometric analysis of cytochrome c and glutathione

Analysis of cytochrome release from viable cells was determine by initially staining the cells with MitoTracker Deep Red (200 nM final) for 30 min at 37 °C, 7% CO_2_ atmosphere prior to harvest. The cells were washed once in 1X PBS, resuspended in 500 ul CytoFix (BD Biosciences) while vortexing, and held at room temperature for 30 min after which 1 ml of Perm Wash buffer (BD Biosciences) was added. The cells were centrifuged, resuspended in 100 ul of Perm Wash buffer, and stored overnight at 4 °C. The next day 2 ul of a 1:10 dilution of an Alexa Fluor 488 anti-cytochrome c antibody (BioLegend, Cat. No. 612304) and DAPI (50 ng/ml final) was added to each sample, incubated at room temperature for 60 min after which 500 ul of Perm Wash buffer was added. The cells were centrifuged, resuspended in 200 ul of Perm Wash buffer. Analysis of intracellular glutathione was determined by adding mBCl (10 uM final; Life Technologies) to each sample for 10 min at 37 °C, 7% CO_2_ atmosphere prior to examination. PI (10 ug/ml) as vital dye was added immediately prior to flow cytometric examination. All samples were analyzed using a Becton Dickinson LSRII equipped with FACSDiVa software for acquisition and analysis.

### RNA-seq data analysis method

S49 (Bcl-2) cells were treated with and without dexamethasone for 24 h or 48 h. Total RNA was extracted and purified from cell using a QIAGEN RNeasy RNA isolation kit (Redwood City, CA) according to the manufacturer’s protocol. RNA-seq libraries were generated with 1 mg of RNA as input using the TruSeq RNA Sample Prep Kit (Illumina, San Diego, CA) and poly(A)-enriched according to the TruSeq protocol. Indexed samples were sequenced using the 75 bp paired-end protocol via the NextSeq500 (Illumina) according to the manufacturer’s protocol. Reads (30–60 million reads per sample) were filtered based on a mean base quality score >20, and adapters were trimmed by “Trim Galore” (version 0.4). Trimmed reads were mapped to the University of California Santa Cruz (UCSC) mm10 reference genome using STAR(V 2.5.1). The quantification results from “featureCount (subread, Version 1.4.6)” were then analyzed with the Bioconductor package DESeq2, which fits a negative binomial distribution to estimate technical and biological variability. PCA plot was generated to identify sample outlier. Comparisons were made between different times of control and dexamethasone-treated cells. A gene was considered differentially expressed when the *p* value for differential expression was less than 0.01. Ingenuity pathway analysis (IPA) was performed on the differentially expressed genes to determine functional enrichment. The RNA-seq data has been deposited in the Gene Expression Omnibus with the accession number GSE210375.

### Statistics

One-way ANOVA followed by Tukey’s multiple comparison tests or paired *t* tests were used to evaluate the statistical relevance of control and experimental samples. A *p*-value of at least < 0.05 was considered significant.

## Supplementary information

Supplemental Figure Legends

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

## Data Availability

All data are available in the main text or the supplementary materials.

# Supplementary material for: Overcoming apoptotic resistance afforded by Bcl-2 in lymphoid tumor cells: a critical role for dexamethasone
**Source:** Cell Death Discov. 2022 Dec 20;8:494. doi: 10.1038/s41420-022-01285-x
**Supplement:** Supplementary file 1 — Supplemental Figure Legends

Supplementary Figure 1: Bcl-2 expression in S49 (Neo) and S49 (Bcl-2) cells. S49 (Neo) and S49 (Bcl-2) cells were fixed and permeabilized prior to staining with a PE-isotype or PE mouse anti-human Bcl-2 antibody and examined by flow cytometry. Only the S49 (Bcl-2) cells stained with the PE mouse anti-human Bcl-2 antibody showed an increase in fluorescence indicating only these cells expressed Bcl-2. Data represent 1 of 3 independent experiments.

Supplementary Figure 2: Changes in intracellular calcium in dex-treated S49 (Neo) and S49 (Bcl-2) cells. S49 (Neo) and S49 (Bcl-2) cells were treated with 2.5 x10^-7^ M dex for 48h and analyzed for changes in intracellular calcium using Fluo-4. Cells were examined on a Fluo-4 (calcium) vs PI fluorescence dot plot. No significant change in intracellular calcium was observed under all conditions. Data represent 1 of 3 independent experiments.

Supplementary Figure 3: Microbial toxins that override apoptotic resistance in Bcl-2 expressing cells show an increase in intracellular calcium. S49 (Bcl-2) cells were treated with 2.5 x10^-7^ M dex for 48h in the presence or absence of 25 nM valinomycin, 25 nM cereulide, or 10 uM salinomycin during the final 6 hours and examined for changes in intracellular calcium using Fluo-4. Cells were examined on a Fluo-4 (calcium) vs PI fluorescence dot plot. Data represent 1 of 3 independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

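RNA was measured in 2 lines of S49 mouse lymphoma cells, S49 (Neo) and S49 (Bcl-2). Cells received vehicle (control) or 250 nM dexamethasone for 24 h or 48 h, with 4 replicates in each of 8 groups and 32 libraries in all. The numbers 1 to 4 in the labels mark the replicates. The authors made poly(A) libraries, sequenced them as paired reads of 75 bases, trimmed and filtered them with Trim Galore 0.4 (mean base quality over 20), aligned them to mm10 with STAR 2.5.1 and assigned them to genes with featureCounts of subread 1.4.6. The authors then normalized with DESeq2 and deposited 1 table of log2 normalized values, 24538 genes by 32 libraries. Which transform was used to make these log2 values before they were deposited is not stated. The values ran from -2.38 to 20.15, so a whole number of reads cannot be recovered from them. The depth of each library in the table is therefore unknown. The paper gives 30 to 60 M reads per sample. No column was left unmatched to a sample (0), and 0 pairs of libraries held identical values. In 26 places the gene symbol had been turned into a date, and those genes were kept in the counts but never named.

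From the deposited values, limma 3.58.1 in R 4.3.3 was fitted with 1 mean per group and an empirical Bayes spread that follows the mean value. Comparisons within the S49 (Bcl-2) cells used their 16 libraries, and comparisons that involve S49 (Neo) cells used all 32, so that the groups of a fit share 1 estimate of the spread. Genes with a mean value over the libraries of the fit of at least 3.46, the log2 value of 10 reads plus 1, were tested, 11592 in S49 (Bcl-2) and 11562 in both lines. Genes below this were left out because their values lie near the floor. The comparisons were dex against the time-matched control at 24 h and 48 h in each line, the difference between 48 h and 24 h of dex in S49 (Bcl-2), and the difference between the lines at each time. Counts of genes changed by dex use an unadjusted p under 0.01, which is the threshold in the paper's methods. Counts of genes that differ between times or lines, and calls of single genes, use a Benjamini-Hochberg adjusted p under 0.05.

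Ingenuity's gene sets are not given in the paper, so 31 gene lists were written from general knowledge before the data were examined. The 27 lists with at least 5 genes tested were compared with all other genes by camera in limma, with a preset correlation of 0.01 between genes and with an estimated one beside it. Members were counted as higher or lower with the adjustment over all genes tested and over the list alone. Over-representation of the lists among genes that passed at 24 h only, at both times or at 48 h only was tested by Fisher's exact test, one-sided, against all genes tested. This test takes genes as independent. Marker lists of B cells, of macrophages and granulocytes and of stromal, endothelial and epithelial cells were included to look for RNA of other cells.

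The genes named were chosen by a rule written before the data were examined. At 24 h and at 48 h in S49 (Bcl-2) cells these are the 8 largest rises and the 8 largest falls among genes with an adjusted p under 0.05, a mean value over the fit of at least 6.66 (100 reads plus 1) and no overlap between the 4 dex and the 4 control libraries. For the difference between times, the differences between lines and the changes in S49 (Neo) cells these are the 5 largest in each direction by the same adjusted p and mean. Genes known only by a model name were passed over. The BH3-only genes, the anti-apoptotic Bcl-2 family genes, Bax, Bak1, Bcl2 and Nr3c1 were always included, and so were up to 4 members of each list described, those with the smallest p in the comparison described. Some genes that this rule selects are not reported here.

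The fits and list tests were run on simulated data with the mean of each gene and its spread within the groups of these libraries. Normal noise was drawn for each gene on its own, with no correlation between genes and no GC skew in a library. At 48 h in S49 (Bcl-2) cells, added changes of 2, 1, 0.5 and 0.25 log2 units were called in 98%, 84%, 48% and 18% of 50 genes each. For the difference between times these shares were 96%, 68%, 34% and 2%. Of 11314 unchanged genes, 1.04% at 24 h and 1.08% at 48 h had a p under 0.01. Because of the noise used, the simulation cannot test the list calls, or the share of false calls, in the real libraries. The replicate numbers were checked for pairing. In the 24 h S49 (Bcl-2) groups, control and dex libraries with the same number deviated together from their group means (Pearson's r of 0.198 to 0.225 across genes in the 4 pairs, against a mean of -0.0756 between different numbers), and 4 of 4 controls correlated best with their own number. The fit with the number as a block was therefore run beside the fit without it. No source says that a number marks a shared culture or day.

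Alternatives set before the data were examined were a stricter filter (mean of at least 6.66), no filter, each library left out in turn, an empirical Bayes spread without a trend, a robust one, median centring, quantile normalization, the replicate number as a block, all 32 libraries or only those of a comparison in the fit, an adjusted p under 0.01, a p under 0.01 with a change of at least 1 log2 unit, and an estimated correlation in the list tests. Added after seeing the data were the GC trend of each library taken out by a spline of 5 degrees, the same with the replicate block, and limma's library weights. GC content and length came from GENCODE M21 and covered 97.9% of the genes tested. Other splits of the same libraries were counted, all 35 where 8 libraries were split and 100 drawn with a fixed seed where more were possible. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.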

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

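Of the tests in this part, those of GC content and transcript length in a single library, that of the ribosomal protein genes without that library, that of their members in the dex-treated cells, and the split counts with the part shared by both treatments taken out were chosen only after the result was seen.

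S49 (Bcl-2) 24 h dex replicate 3 lay far from its group: the SD across genes of its difference from the other 3 libraries was 0.766, against 0.263 to 0.313 in the others, and its median value was 10.39, against 10.62 to 10.63. Its difference followed the GC content of the transcripts (Spearman's rho 0.824, against -0.773 to -0.665 in the other 3, whose group holds this library, and 0.581 at most in size outside the group). Length bias as the source is excluded, since the partial rho with length was -0.116 once GC content was held. Control cells in that library, by label or as a mix that takes the dex change to 80% or less, are excluded too: with the GC trend taken out it showed 94.3% of the dex change of the other 3 dex libraries (median over 7581 genes, quartiles 54.5% and 127%), and these libraries showed 92.9%, 99.6% and 110.8% of the change of the rest. A GC bias in library preparation or sequencing may be the source, though the SD was still 0.435 with the GC trend taken out, and no biological explanation was tested, since the design gives none for a single replicate.

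Other libraries stood apart by less. S49 (Bcl-2) 48 h dex replicate 4 had an SD of its difference from the group of 0.140 (others 0.120 to 0.123) and S49 (Neo) 24 h dex replicate 4 of 0.144 (0.116 to 0.121). In S49 (Neo) 48 h dex replicate 2 the SD was low, 0.118 (0.147 to 0.149), so this library lay closest to its group. S49 (Bcl-2) 48 h control replicate 2 had a rho with GC content of 0.0883 (others -0.024 to -0.015). In all, 7 of 40 pairs of a group and a library measure had 1 library with a value far from the others in either direction, where chance gives about 1 in 20 groups. Among 169 named genes, 74 of 1352 pairs of a gene and a group (5.47%) did, 11 of them with 24 h dex replicate 3 as that library.

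The ribosomal protein genes were higher at 48 h than at 24 h of dex relative to control, 28 of 78 with a median difference of 0.27. The GC skew of 24 h dex replicate 3 is excluded as the source, since without that library 75 were higher and the median was 0.385. As a class of short, GC-rich and highly expressed transcripts they would share the difference with similar genes. Of 10000 lists of other genes matched on these 3 properties, 0% had a median as high (highest 0.0595). The matched genes were still longer (-1.17 against -1.47 SD) and lower in value (1.55 against 1.95 SD). They were not matched on how far members vary together (estimated correlation 0.50 in the ribosomal proteins), so the 0% is no measure of chance. With that correlation the difference between times had an adjusted p = 0.383 from camera. Whether the control cells alone changed is not decided. In the dex-treated cells 24 members were higher and 2 lower at 48 h than at 24 h (67 and 2 without 24 h dex replicate 3). These members vary together, and their median of 0.13 had an adjusted p = 0.527 from camera with an estimated correlation. The controls made up 56.8% of the median difference, between the bounds of 80% and 20% set beforehand. An effect of the normalization stays open, since after quantile normalization these genes were called higher at 24 h as well. Reads shared with processed pseudogenes were not tested and stay open, as does a biological difference between the times of treatment.

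The response to dex differed between times in 3173 genes of S49 (Bcl-2) cells, and between the lines in 2254 genes at 24 h and 4715 genes at 48 h (limma's test of the difference, adjusted p under 0.05). Without S49 (Bcl-2) 24 h dex replicate 3 the counts between times and between the lines at 24 h were 5800 and 4145. Bbc3 differed between the lines by 1.53 at 24 h and 1.90 at 48 h. In the S49 (Neo) cells, whose libraries the paper does not report on, 5258 genes changed at 24 h and 5768 at 48 h (p under 0.01). By 48 h of dex these cells lose viability in the paper's experiments.

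Other splits of the same libraries were set beside these counts. If every library could have held either label, chance can be excluded for the genes changed by dex. This holds in S49 (Bcl-2) cells at 24 h (1 of 35 splits as large, the real one, 5841 genes against 1784 at most in the others) and 48 h (1 of 35, 6487 against 218), and in S49 (Neo) cells at 24 h (1 of 35, 5258 against 1288) and 48 h (1 of 35, 5768 against 1562). If the replicate numbers pair the libraries, only 8 splits part all pairs in each comparison, too few to exclude chance. Chance between cultures is not covered, since separate cultures are not stated. For the genes changed at both times chance can be excluded on the same condition (1 of 100, 4441 against 1098). For the difference between times (1 of 100, 3173 against 3050) and between lines at 48 h (1 of 100, 4715 against 503), the difference shared by both treatments enters the other splits. These splits therefore do not decide. With that part taken out both were again 1 of 100, with 0 and 1440 at most in the others. For the genes changed at 24 h only (2 of 100, 1400 against 2946) and at 48 h only (3 of 100, 2046 against 4968), the count grows when the grouping of the other time is broken, so the splits do not decide, nor do they for the over-represented lists in these sets (2 of 100, 9 against 10). In the difference between lines at 24 h (9 of 100, 2254 against 5290) the part shared by both treatments enters the splits too, so they do not decide. With the part shared by both treatments taken out this count was 1 of 100, with 962 at most in the others. For the number of lists called by camera chance cannot be excluded at 24 h (2 of 35, 18 against 19) and 48 h (13 of 35, 17 against 22) in S49 (Bcl-2) cells, or at 24 h (13 of 35, 10 against 13) and 48 h (24 of 35, 8 against 12) in S49 (Neo) cells. Between times (36 of 100, 14 against 17) the splits hold the shared part as well, and chance is not excluded.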

How the results depend on the processing

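The settings with a GC trend taken out and with library weights were chosen only after the data were seen, the others before. With 299 gene results under the settings other than leaving out a library, 3298 of 3365 comparisons kept their direction and side of the threshold, 12 lost it, 53 gained it and 2 reversed; with a library left out these were 6438, 19, 22 and 1 of 6480. For the tests of lists they were 1552, 80, 32 and 0 of 1664, and 2987, 11, 25 and 1 of 3024. For over-representation they were 1009, 19, 19 and 0 of 1047, and 1270, 20, 6 and 0 of 1296. Of the counts, 180 of 205 stayed within 1.5 times, and 349 of 352 with a library left out.

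At an adjusted p under 0.01, 1856 genes differed between times and 1147 between the lines at 24 h. With a change of at least 1 log2 unit required, 1052 genes passed at 24 h and 1753 at 48 h in S49 (Bcl-2) cells, 757 at both times, 295 at 24 h only and 996 at 48 h only, and in S49 (Neo) cells 730 and 1083. These thresholds are stricter by construction. With an estimated correlation, the lists called numbered 0 at 24 h and 1 at 48 h in S49 (Bcl-2) cells, 5 between times, and 0 at 24 h and 0 at 48 h in S49 (Neo) cells. With only the 8 libraries of the comparison, 642 genes passed at 24 h only and 4468 at 48 h only. Without a filter 21 over-represented lists were called. With the GC trend taken out, 4787 genes differed between times and 3457 between the lines at 24 h, and with the replicate block as well 5299 and 4287. With library weights 6414 genes differed between times, 5368 and 7371 between the lines at 24 h and 48 h, and 6967 passed at both times. The difference between lines of Mcl1 at 24 h was then 0.16 (-0.04 without weights) and the difference between times of Nr3c1 -0.18 (0.07 without). In the fit of the S49 (Bcl-2) libraries the weight of 24 h dex replicate 3 was 0.0147, against 0.379 to 3.41 in the others. That library held Nr3c1 at 13.52 and Mcl1 at 13.17, against 14.59 to 14.60 and 14.00 to 14.11 in the other dex libraries of that time. The cause of the shifts in the counts was not tested.

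With 1 library left out, the genes that differed between times numbered 2541 (S49 (Bcl-2) 48 h control replicate 3) to 5800 (24 h dex replicate 3), and those that differed between the lines at 24 h 1754 (S49 (Neo) 24 h control replicate 4) to 4145 (S49 (Bcl-2) 24 h dex replicate 3). The over-represented lists numbered 5 (24 h dex replicate 3) to 10 (24 h control replicate 2). The line difference of Mcl1 at 24 h ran from -0.13 (without S49 (Bcl-2) 24 h dex replicate 1) to 0.18 (replicate 3), and the median difference between times of the histone genes from -0.36 (24 h control replicate 2) to 0.15 (24 h dex replicate 3). The cause was not tested.

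With the replicate number as a block, 5917 genes passed at 24 h and 6541 at 48 h in S49 (Bcl-2) cells and 5569 and 6036 in S49 (Neo) cells, 3391 differed between times, and 2910 and 5142 between the lines. The block added the line difference of Bid at 24 h (adjusted p = 0.0154 from limma) and 3 lists, the glucocorticoid receptor targets between times (0.0249 from camera) and, in S49 (Neo) cells, the unfolded protein response at 24 h (0.0293) and the G1/S genes at 48 h (0.0474). Beside the loss of 2 over-represented lists it changed no other call. Of the 8 splits that part all 4 pairs at 24 h in S49 (Bcl-2) cells, the highest count apart from the real one was 1158. In the other groups same-numbered libraries had r of 0.0786 to 0.325, 0.0528 to 0.476 and 0.0334 to 0.440, with 3 of 4 controls closest to their own number. The planned changes of the pseudocount and a fit on reads were not run, since reads cannot be recovered from the deposited values. The unknown depth leaves open how far low values are limited by sampling.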

Differences from the paper's values

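The settings with a GC trend taken out and with library weights were chosen only after the data were seen, and the other tests in this part before. The paper reports that its RNA-seq analysis did not point to a significant transcriptional change in pro-apoptotic proteins, and leaves open an effect on the balance of pro- and anti-apoptotic proteins. In the deposited values of S49 (Bcl-2) cells, Bmf rose by 4.57 at 24 h and 4.15 at 48 h and Bbc3 by 1.08 and 1.40. Bad rose by 0.64 at 24 h (10.73 in 24 h dex replicate 3, others 9.97 to 10.09), and Bid changed by -0.70 and -0.48. All of these changes kept their direction and their call under every setting run. Bax changed by -0.34 at 24 h (not called after quantile normalization or with only the 8 libraries) and Bak1 by -0.37 at 48 h. On the side of the paper's report, Bad and Bax at 48 h and Bak1 at 24 h did not pass, although all 3 passed with all 32 libraries in the fit. Each also passed with some single libraries left out, Bad and Bax without 24 h dex replicate 3. No BH3-only gene differed between 24 h and 48 h, except Bid without 24 h dex replicate 3 and, in settings chosen after the values were seen, Bad with the GC trend taken out and Bid and Bbc3 with library weights.

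The paper states that Bim expression did not increase significantly, without naming the measurement. The transcript of its gene, Bcl2l11, rose by 1.00 at 24 h (adjusted p = 3.61e-08 from limma) and by 1.09 at 48 h (6.77e-09). The rise did not differ between times.

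The paper names pathways of translation initiation, mTOR and BRCA1 for the genes regulated at 48 h only. Of the fixed lists nearest to these, which are not Ingenuity's gene sets, the ribosomal proteins were over-represented there by the exact test, except after quantile normalization. That test takes genes as independent. The translation initiation factors, the mTOR pathway and the BRCA1 DNA damage response were not over-represented there under any setting run.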

Other observations

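In this part, the tests of gene lists between the lines, the comparisons of 48 h with 24 h within the controls and within the dex-treated cells, and the comparison of the lines across genes were chosen only after the data were seen. In S49 (Neo) cells after 24 h of dex, Trio, Klk4 and Dsp rose by 7.00, 6.79 and 5.75, and Rasgrp1 and the chemokine receptor gene Ccr9 changed by -3.57 and -3.52. At 48 h Trio and Klk4 rose by 8.56 and 8.04, and Rasgrp1 and Ccr9 changed by -4.92 and -3.98. Of 31 glucocorticoid receptor targets, 23 rose and 5 fell at 24 h, with a median log2 change of 1.11 (the same counts adjusted over the list alone, adjusted p = 4.25e-07 from camera, adjusted p = 0.512 with an estimated correlation). Of 62 ribosome biogenesis genes, 45 were lower and 0 higher at 24 h, with a median of -0.31 (the same counts adjusted over the list alone, adjusted p = 2.25e-06 from camera, adjusted p = 0.608 with an estimated correlation). At 48 h 53 of 78 ribosomal protein genes were higher and 1 lower, with a median of 0.23 (54 and 1 adjusted over the list alone, adjusted p = 1.43e-05 from camera, adjusted p = 0.621 with an estimated correlation). Cholesterol synthesis genes fell at 48 h, 23 of 25 lower and 1 higher, with a median of -1.74 (the same counts adjusted over the list alone, adjusted p = 1.03e-13 from camera, adjusted p = 0.221 with an estimated correlation). In total 2644 genes were higher and 2614 lower at 24 h, and 2863 higher and 2905 lower at 48 h. With median centring these were 2211 and 2883, and 2484 and 3043.

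Genes of cell division responded differently in the lines at 48 h. The paper reports death of S49 (Neo) cells by then, so their dex RNA may come from both dying and surviving cells. How far this shapes the differences was not tested. The vehicle controls of the lines also differed, in 2938 genes at 24 h and 2866 at 48 h (p under 0.01 from limma). Relative to S49 (Neo), the dex response of S49 (Bcl-2) cells was lower in 49 of 54 DNA replication genes and higher in 0, with a median difference of -1.06 (the same counts adjusted over the list alone, adjusted p = 3.27e-34 from camera, adjusted p = 0.00495 with an estimated correlation). It was lower in 39 of 40 genes of mitosis and higher in 0, with a median of -1.04 (the same counts adjusted over the list alone, adjusted p = 2.69e-23 from camera, adjusted p = 0.0120 with an estimated correlation). Genes of the BRCA1 DNA damage response were lower in 38 of 65 and higher in 2, with a median of -0.39 (the same counts adjusted over the list alone, adjusted p = 8.16e-10 from camera, adjusted p = 0.0238 with an estimated correlation). Targets of p53 were higher in 11 of 23 and lower in 0, with a median of 0.54 (12 and 0 adjusted over the list alone, adjusted p = 4.71e-05 from camera, adjusted p = 0.0270 with an estimated correlation). Cdkn1a, which encodes the cell cycle inhibitor p21, differed by 2.35 (standard error 0.25, adjusted p = 1.79e-08 from limma), Mcm6 by -1.15 (standard error 0.06), Cdk1 by -1.28 (standard error 0.09) and Birc5 by -1.19 (standard error 0.08). Ccr9 differed by 2.52 (standard error 0.30), and Klk4 and Adam19 by -3.10 (standard error 0.31) and -2.78 (standard error 0.12). In S49 (Neo) cells Bbc3 changed by -0.45 (standard error 0.12, adjusted p = 0.00287 from limma) at 24 h and -0.50 (standard error 0.12, adjusted p = 0.000938 from limma) at 48 h. Across genes, which are not independent replicates, the changes in both lines had a Pearson's r of 0.853 at 24 h and 0.811 at 48 h. Of the genes called in both lines, 4365 of 4428 went the same way at 24 h and 4429 of 4629 at 48 h. Of the genes that differed, 75.1% (1692 of 2254) at 24 h and 73.1% (3449 of 4715) at 48 h had the larger change in S49 (Bcl-2) cells. The number at 24 h was 4145 without S49 (Bcl-2) 24 h dex replicate 3.

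Control cells, which received vehicle, changed between 24 h and 48 h as well, 3967 genes in S49 (Bcl-2) (2183 higher and 1784 lower at 48 h) and 4737 in S49 (Neo) (2566 and 2171) by p under 0.01. Cholesterol synthesis genes were higher at 48 h in 23 of 25 in S49 (Bcl-2) controls, with a median of 0.87 (the same counts adjusted over the list alone, adjusted p = 2.24e-11 from camera, adjusted p = 0.234 with an estimated correlation), and in 23 in S49 (Neo) controls (median 0.89). Ribosome biogenesis genes were lower in 55 of 62 in S49 (Bcl-2) controls, with a median of -0.63 (0 and 58 adjusted over the list alone, adjusted p = 3.29e-23 from camera, adjusted p = 0.234 with an estimated correlation), and in 58 in S49 (Neo) controls (median -0.55). Interferon-stimulated genes were higher in 20 of 29 and lower in 1 in S49 (Bcl-2) controls, with a median of 0.73 (22 and 1 adjusted over the list alone, adjusted p = 1.34e-07 from camera, adjusted p = 0.234 with an estimated correlation). In S49 (Neo) controls 12 were higher and 2 lower, with a median of 0.32 (the same counts adjusted over the list alone, adjusted p = 0.00189 from camera, adjusted p = 0.332 with an estimated correlation). In dex-treated cells 4072 genes differed between times in S49 (Bcl-2) and 2214 in S49 (Neo).

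Of 6 B cell markers tested, 3 were higher and 1 lower at 24 h of dex in S49 (Bcl-2) cells (median 0.27, the same counts adjusted over the list alone, adjusted p = 0.470 from camera) and 1 higher and 2 lower at 48 h (median -0.04). Of 4 macrophage and granulocyte markers, 2 were higher and 1 lower at 24 h and 1 and 2 at 48 h (medians 0.13 and -0.14). Of 3 stromal, endothelial and epithelial markers, 0 were higher and 2 lower at 24 h and 0 and 3 at 48 h (medians -0.67 and -1.73). These last 2 lists hold too few genes for a test.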
